# HDAC inhibitors attenuate the development of hypersensitivity in models of neuropathic pain

**DOI:** 10.1016/j.pain.2013.05.021

**Published:** 2013-09

**Authors:** Franziska Denk, Wenlong Huang, Ben Sidders, Angela Bithell, Megan Crow, John Grist, Simone Sharma, Daniel Ziemek, Andrew S.C. Rice, Noel J. Buckley, Stephen B. McMahon

**Keywords:** Histone deacetylase, Histone deacetylase inhibitors, Neuropathic pain

## Abstract

Histone deacetylase inhibitors (HDACIs) interfere with the epigenetic process of histone acetylation and are known to have analgesic properties in models of chronic inflammatory pain. The aim of this study was to determine whether these compounds could also affect neuropathic pain. Different class I HDACIs were delivered intrathecally into rat spinal cord in models of traumatic nerve injury and antiretroviral drug–induced peripheral neuropathy (stavudine, d4T). Mechanical and thermal hypersensitivity was attenuated by 40% to 50% as a result of HDACI treatment, but only if started before any insult. The drugs globally increased histone acetylation in the spinal cord, but appeared to have no measurable effects in relevant dorsal root ganglia in this treatment paradigm, suggesting that any potential mechanism should be sought in the central nervous system. Microarray analysis of dorsal cord RNA revealed the signature of the specific compound used (MS-275) and suggested that its main effect was mediated through HDAC1. Taken together, these data support a role for histone acetylation in the emergence of neuropathic pain.

## 1 Introduction

Although chronic neuropathic pain remains an area of considerable unmet clinical need [36], our view of the underlying pathology has shifted considerably over the past 2 decades. It was initially considered a neurophysiological issue – excessive neuronal activity in specific pathways. Currently, it is more usually discussed in terms of maladaptive plasticity rooted in altered transcriptional expression, and indeed there are now a very large number of examples of such change [38], [43]. Yet, despite a wealth of expression studies, it is still unclear how these processes are coordinated. One possibility is that there is involvement of epigenetic mechanisms, such as histone acetylation.

Acetylation of histone lysine residues, such as lysine residue 9 (H3K9ac), relaxes chromatin structure, recruits and stabilizes chromatin remodeling enzymes, including transcription factors [51], and promotes transcriptional elongation [47]. The process is controlled through the dynamic interplay of histone acetyltransferases (HATs) and histone deacetylase (HDAC) enzymes. HDACs first aroused interest in clinical research when they were discovered to be of importance in cancer, with their inhibition having chemotherapeutic effects [6], [42]. In the nervous system, they have since been shown to be involved in many disease models (eg, of neurodegenerative disorders [15] and depression [19]), as well as in fundamental cellular processes, such as neuronal plasticity [29], [46].

In chronic pain, studies of HDACs and their inhibitors are only just beginning to emerge [20]. Sodium valproate, which interferes with HDACs as well as the GABAergic system, has been shown to be an effective analgesic under some circumstances in rodents [41], [61] and, more controversially, in humans [1], [24]. Pan-HDACIs, such as trichostatin A and vorinostat, are claimed to affect visceral hypersensitivity [58] as well as morphine-related phenomena, such as tolerance-induced hyperalgesia [40] and conditioned place preference [5]. Finally, the most well-studied, and hence perhaps the most convincing paradigm in this context has been to administer HDACIs in models of acute inflammatory pain (complete Freund’s adjuvant or formalin). Three independent groups have reported various class I selective- and pan-HDAC compounds to reduce rodents’ nociceptive responses, whether delivered systemically or intrathecally or into the descending modulatory region of the raphe nuclei [2], [12], [13], [65].

There is evidence from expression studies that histone acetylation could also be relevant in neuropathic pain [35], [65]. However, a clear demonstration that selective interference with HDAC activity can affect this type of chronic pain condition is still lacking. The present study attempted to address this issue using chronic intrathecal delivery of 2 different class I selective HDACIs (MS-275 and MGCD0103) into the spinal cord of rats. Animals were subjected to 1 of 2 traumatic nerve injury models (partial sciatic nerve ligation or L5 spinal nerve transection) or to a more clinically relevant model of antiretroviral drug–induced neuropathy [32]. In all cases, increased histone acetylation was observed in the spinal cord and behavioral hypersensitivity was reduced significantly, indicating that HDACs play a role in the emergence of neuropathic pain conditions.

## 2 Materials and methods

### 2.1 Animals

Adult male Wistar rats were used for all experiments (Charles River, Margate, UK). They were housed under standard conditions (12-hour light/dark cycle, lights on between 7:00 am and 7:00 pm, in groups of 4–6) and were experimentally naive before any testing. At the time of surgery, animals weighed between 220 and 250 g. All treatment and care of animals was in accordance with the United Kingdom Animals Scientific Procedures Act (1986).

### 2.2 Behavioral experiments

At the beginning of all behavioral studies, rats were randomized into groups using a list randomizer (random.org), and any subsequent testing was performed by an experimenter who was blind to the assignment. F.D. and J.G. carried out behavioral tests after nerve injury, whereas W.H. carried out behavior after antiretroviral drug therapy in a different department, controlling to some extent for variables that are known to affect behavioral outcome (experimenter and testing environment) [11]. Animals were only excluded if they died during the surgery or if, on dissection, the surgery was determined to be flawed (ie, L4 spinal nerve transection, instead of L5, occurred in 2 of 48 cases). Behavioral results were not analyzed until after the completion of testing and the application of the dissection exclusion criterion.

#### 2.2.1 Mechanical hypersensitivity

A dynamic plantar esthesiometer (Ugo Basile, Milan, Italy) was used to assess mechanical sensitivity thresholds in rats. A probe was applied with increasing force to the plantar surface of each paw (1-50 g, ramping up over 20s), and withdrawal thresholds were measured in triplicate. Before the start of testing, the animals were habituated to the experimenter and the apparatus. Baseline testing was performed twice before implantation of the intrathecal catheter, after which at least 1 further baseline measure was collected while the drug was infused. No change was observed from the baseline before and after drug treatment in healthy animals. After creating the neuropathic lesion, animals were tested at a minimum of 3 time points while the drug was still being infused. Different esthesiometers were used after nerve injury and after d4T, leading to different baseline measurements (Fig. 1 vs Fig. 2), and in the case of nerve injury, the esthesiometer was serviced between completed experiments, again leading to different baselines in Figure 1B vs C and D.

**Fig. 1:**
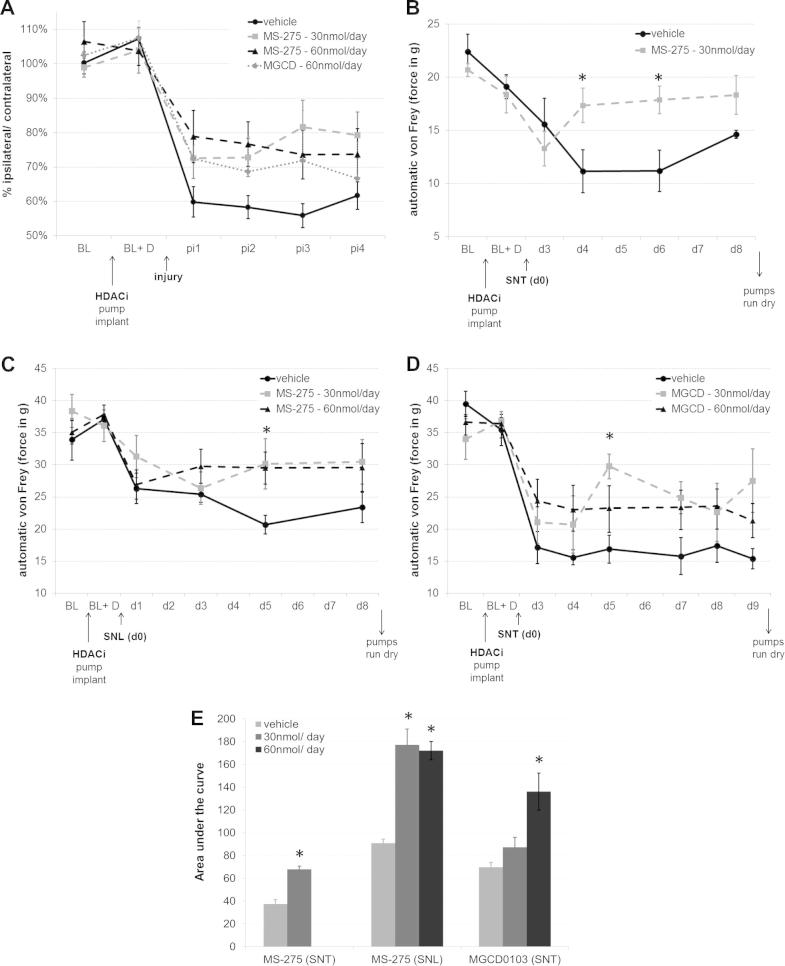
Intrathecal histone deacetylase inhibitor HDACI treatment improved mechanical hypersensitivity after peripheral nerve injury. (A) A summary of the percentage difference between ipsilateral and contralateral paw withdrawal thresholds (in grams) collected across 4 independent experiments (*n* = 36, *n* = 14, *n* = 15, and *n* = 11 for the respective treatment groups). Compared with vehicle, delivery of HDACI (MS-275 at 30 nmol/d, MS-275 at 60 nmol/d, MGDC0103 at 60 nmol/d) significantly reduced withdrawal thresholds (as measured by automatic von Frey) in nerve-injured rats. Some of the raw data are displayed in parts B through D. (B) Intrathecal delivery of MS-275 (30 nmol/d via an osmotic pump) improved mechanical hypersensitivity after L5 spinal nerve transection: repeated-measures analysis of variance (ANOVA) (*n* = 6) with baseline as a covariate; main effect of drug (*F*_1,9_ = 3.73, *P* < .001); interaction between drug × day (*F*_2,18_ = 36.4, *P* = .045). Drug delivery started 5 days before the injury and did not cause any change in baseline withdrawal thresholds (BL + D). (C) MS-275 also significantly increased von Frey withdrawal thresholds after partial sciatic nerve ligation: repeated-measures ANOVA (*n* = 7), main effect of drug (*F*_2,19_ = 3.785, *P* = .041). (D) A different class I HDACI (MGCD0103) had similar analgesic effects after L5 spinal nerve transection. Repeated-measures ANOVA (*n* = 6, vehicle and 60-nmol dose, *n* = 4, 30-nmol dose) with baseline as a covariate, main effect of drug (*F*_2,12_ = 4.902, *P* = .028), interaction between drug × injury (*F*_2,12_ = 4.341, *P* = .038). (E) Area under the curve measurements for the 3 graphs (B–D), with stars indicating significant differences at *P* < .005 (independent samples *t* tests). BL = baseline; BL + D = baseline measured while drugs were delivered intrathecally; pi = post-injury; SNT = L5 spinal nerve transection; SNL = partial sciatic nerve ligation. Error bars indicate SEM. Stars designate individual days on which the difference between drug and vehicle treatment was particularly striking and survived Bonferroni post hoc tests (*P* < .05).

**Fig. 2:**
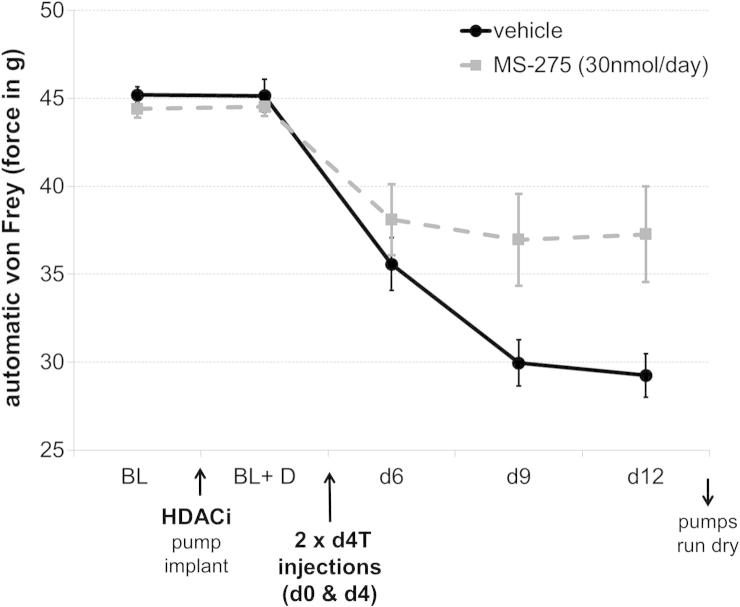
Intrathecal (HDACI) treatment attenuated mechanical hypersensitivity in a more clinically relevant model of antiretroviral (d4T)–induced neuropathy. HDACI pretreatment (MS-275 at 30 nmol/d) was delivered for 7 days, followed by induction of neuropathy using 2 tail vein injections of the antiretroviral drug d4T. The presence of the inhibitor significantly reduced mechanical hypersensitivity: repeated-measures ANOVA (*n* = 7), interaction between day × drug (*F*_5,60_ = 5.002, *P* = .028). Stars designate individual days on which the difference between drug and vehicle treatment was particularly striking and survived Bonferroni post hoc tests (*P* < .05).

#### 2.2.2 Thermal hypersensitivity

A Hargreaves’ apparatus (Ugo Basile) was used to focus an infrared beam on the plantar surface of each paw, and the time to withdraw was used to assess thermal sensitivity thresholds [31]. Values were collected in triplicate for each paw. The experimental design was as described previously for von Frey testing. The data for the 2 different graphs (Fig. 3A and B) were collected at different times in 2 separate experiments, rendering the direct comparison of absolute baseline measures impossible.

**Fig. 3:**
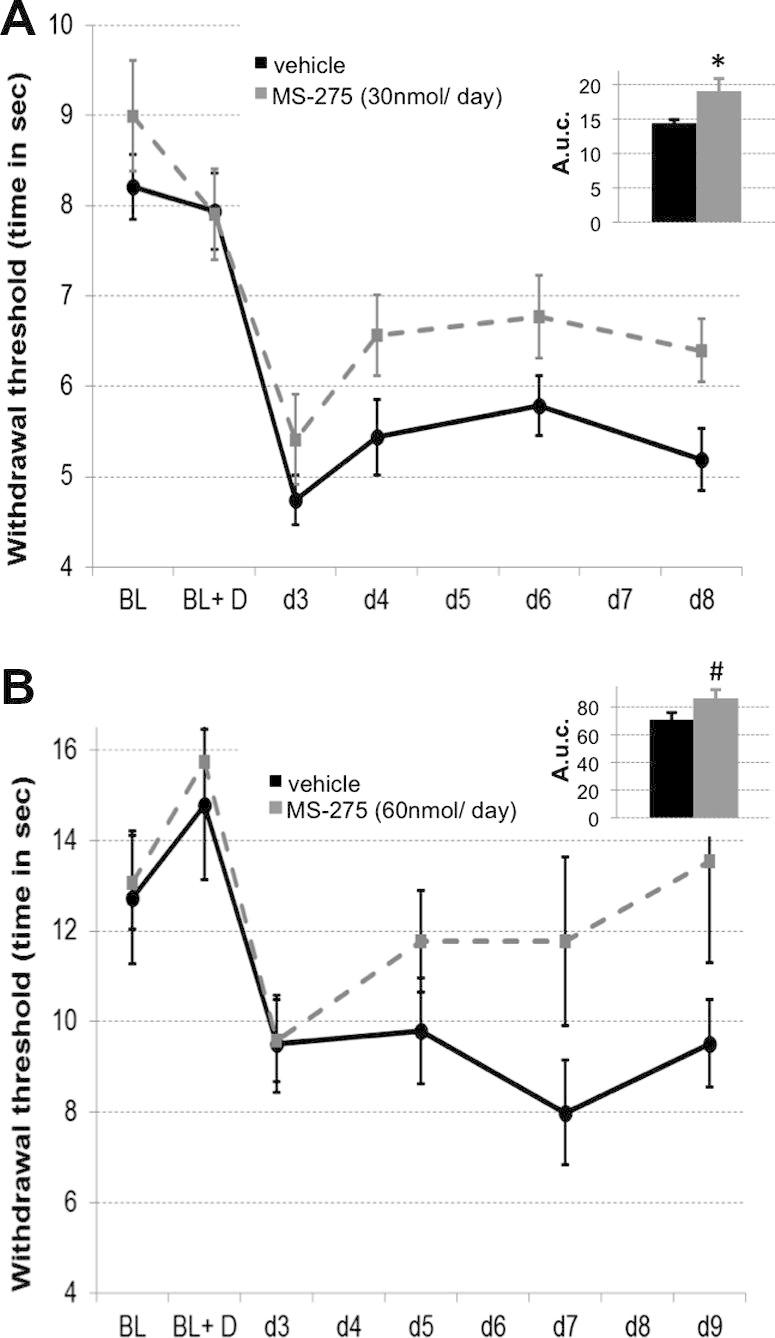
HDACI treatment improved thermal hypersensitivity after neuropathic injury. In 2 separate experiments, pretreatment with intrathecal MS-275 was found to increase withdrawal thresholds after nerve injury on a radiant heat paw withdrawal assay. (A) A 30-nmol/d dose: repeated-measures ANOVA (*n* = 6), main effect of drug (*F*_1,11_ = 5.67, *P* = .036). (B) A 60-nmol/d dose: repeated-measures ANOVA (*n* = 6), main effect of drug (*F*_1,11_) = 6.265, *P* = .029). Insets show area under the curve measurements (independent-sample *t* tests, ^∗^*P* < .05, ^#^*P* = 0.1).

### 2.3 Surgery

Intrathecal catheters connected to Alzet osmotic pumps (flow rate of 0.25 μL/h for 28 days or 0.5 μL/h for 14 days) were implanted in rats under medetomidine hydrochloride (0.25 mg/kg) and ketamine (60 mg/kg) anesthesia. A laminectomy was performed at T10–12 and 2 cm of the catheter was inserted caudal to the opening beneath the dura so that its tip lay at the L2–3 level of the spinal cord. The pump was placed subcutaneously on the animal’s back.

Subsequent nerve injury was performed under isoflurane. For partial sciatic nerve ligations [49], the sciatic nerve was exposed at mid-thigh level, above any branching, and approximately two-thirds were tightly ligated with a 4–0 suture. For L5 spinal nerve transections [16], an incision was made to access L5–6 spinal processes. A third of the L6 transverse process was removed, and the underlying L5 spinal nerve was ligated and transected distal to the suture.

For experiments reported in Figures 1–3, pumps were placed at least 5 days before nerve injury or d4T injections to allow ample pretreatment with HDACI. To test whether HDACIs could rescue already established pain (Fig. 4), the catheter was implanted but left unconnected. Animals were left to recover and tested for any changes in sensitivity threshold. Nerve injury was then carried out, and at the end of the surgery, unprimed Alzet pumps were hooked up to the catheter. According to the pump manufacturer, the drug should take approximately 24 hours to reach the central nervous system without priming.

**Fig. 4:**
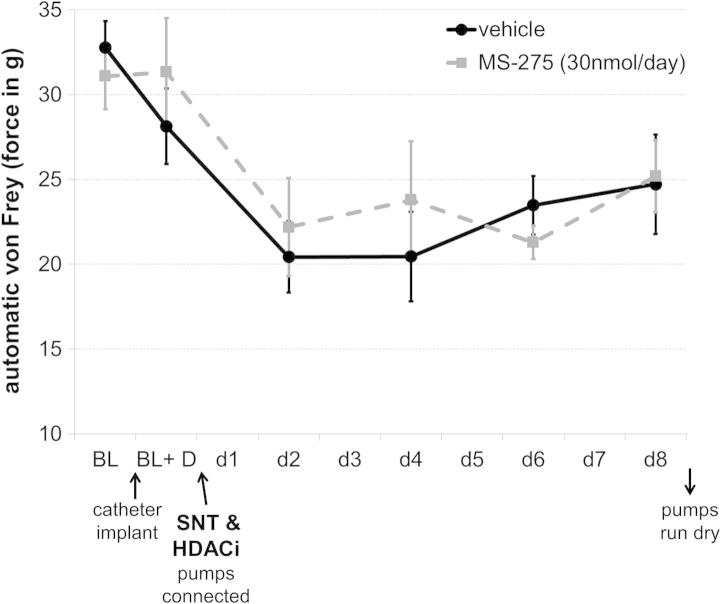
HDACI treatment did not reverse already established hypersensitivity. Pumps were connected immediately after the nerve injury was carried out, resulting in the drug reaching the spinal cord ∼24 hours after the initial insult. No effect on von Frey thresholds was observed with this treatment paradigm. SNT = spinal nerve transaction.

### 2.4 Antiretroviral-induced neuropathy

Induction of peripheral neuropathy using the antiretroviral drug stavudine (d4T) has been previously described [32]. Briefly, 50 mg/kg d4T (a gift from Pfizer Ltd., made by ZereneX Molecular Limited, Greater Manchester, UK) was delivered intravenously into the tail vein of rats while they were under brief general anesthesia. Two injections were administered, separated by a 4-day gap. Behavioral testing for hind paw mechanical hypersensitivity was carried out 6, 9, and 12 days after the first d4T injection.

### 2.5 Drugs

HDACIs were purchased from Selleck Chemicals (Houston, TX) and administered in Alzet mini-pumps over a period of 2 or 4 weeks (models 2002 or 2004; Charles River Laboratories, Margate, UK). Both MS-275 and MGCD0103 were administered at 30 or 60 nmol/d. The drugs were dissolved in 30% dimethyl sulfoxide (DMSO) in saline solution, which was also used as a vehicle to control for any adverse effects of the DMSO solvent. The relatively high DMSO concentration was required to ensure solubility of the compounds, but would have been diluted on delivery (0.5 or 0.25 μL/h, administered into much larger volumes of cerebral spinal fluid) and has been previously shown to have no effect on nociceptive processing when administered intrathecally [18]. The results presented here were consistent with this: no significant changes in thermal or mechanical sensitivity thresholds were observed between naive rats (baseline, BL) and pump-implanted, uninjured rats (baseline + drug [BL + D]) with vehicle (or indeed HDACI) treatment. Moreover, saline solution or HDACI, both in 30% DMSO, did not affect the contralateral paw at any point (data not shown), and when pumps where implanted after the injury, no significant behavioral changes could be observed before or after nerve transection (Fig. 4).

### 2.6 Dissection

After the behavioral experiments, at day 14 after injury or first d4T injection, rats were killed and spinal cord and DRG tissue was dissected and snap-frozen in liquid nitrogen. Spinal nerves were followed up from their respective ganglia to ensure consistent dissection of spinal cord segments L4–6. The open book method was used to isolate dorsal ipsilateral and contralateral segments.

### 2.7 Western blots

Proteins were homogenized in lysis buffer (2% Empigen, 3 mM DTT, 1 mM sodium orthovanadate, 5 mM sodium fluoride, 5 mM sodium butyrate, 1x protease inhibitors in phosphate-buffered saline) and histones were isolated through acid extraction (0.2 M HCl for 3 hours at 4 °C). Standard sodium dodecyl sulfate–polyacrylamide gel electrophoresis (12–16% gels) and transfer onto 0.45-μM polyvinylidene fluoride membranes (Millipore, Watford, UK) was used for Western blot. Membranes were blocked in 5% milk and incubated overnight at 4 °C with a primary antibody at 1:1000 dilution (rabbit H3K9ac; Abcam, Cambridge, UK or Cell Signaling Technology, Danvers, MA) or rabbit H3 from Abcam). After 3 washes in Tris-buffered saline and 1% Tween, a secondary antibody was used for 1 hour (1:5000, horseradish peroxidase–conjugated anti-rabbit; GE Healthcare, Buckinghamshire, UK). The signal was revealed after further washes using an ECL prime kit (GE Healthcare, Waukesha, WI) and visualized in a UVP GelDoc-It Imaging system (Ultraviolet products, Upland, CA). For each major biological question, a minimum of 3 was used per group, and at least 2 technical replicates (ie, 2 separate blots) were run in each case. Blots were stripped and reprobed with an antibody against total H3 to control for loading and nucleosome density. For quantification, band analysis was performed in ImageJ software (Open source package, Wayne Rasband, NIH). In the case of duplets (Fig. 5A), the top band was used for quantification. The resulting H3K9ac/H3 ratios for each blot were averaged across technical replicates and a *t* test was performed (2 tailed, nonparametric) on the values thus obtained for biological replicates.

**Fig. 5:**
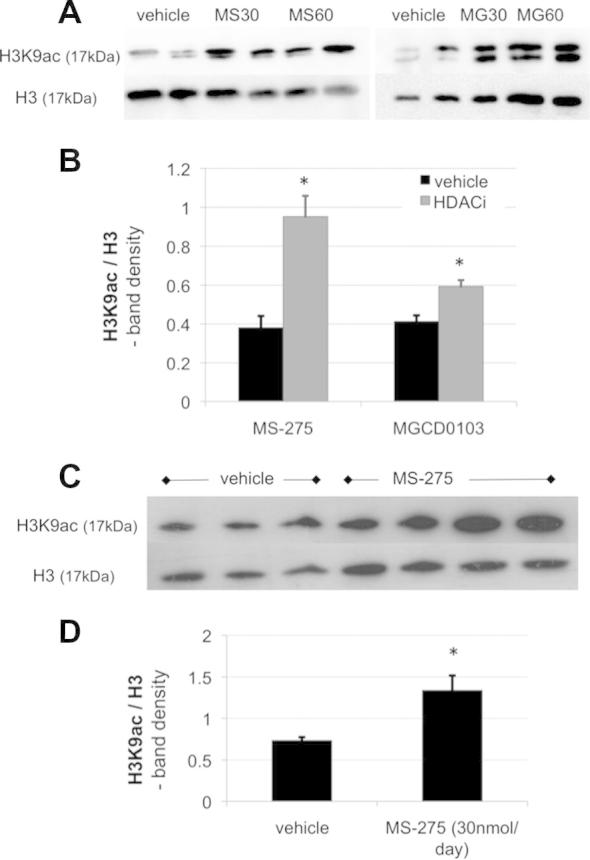
Intrathecal HDACI treatment globally increased acetylation at lysine residue 9 of histone 3 (H3K9ac) in the dorsal spinal cord. Shown are representative Western blots against H3K9ac after vehicle, MS-275 (MS30, MS60 at 30 nmol and 60 nmol/d, respectively) and MGCD0103 treatment (MG30, MG60 at 30 nmol and 60 nmol/d, respectively). Protein was obtained from ipsilateral dorsal spinal cord of animals with neuropathy as a result of spinal nerve transection (A) or antiretroviral drug injection (C). The blots were stripped and reprobed with an antibody against total H3 as a loading control. (B, D) Quantification of Western blot data using band-density analysis in ImageJ software. Significantly increased H3K9 acetylation was observed in the nerve injury model after both MS-275 and MGCD0103 treatment (*n* = 4, independent-sample *t* tests, *P* < .01) and in the drug-induced neuropathy model after MS-275 treatment (*n* = 3, independent-sample *t* test, *P* = .017).

### 2.8 RNA extraction

Frozen tissue was homogenized in 500 μL Trizol, separated into phases using chloroform and cleaned up with a Qiagen RNA microkit (74004; Qiagen, Manchester, UK) following manufacturer’s instructions. RNA quality was assessed on the Nanodrop (ThermoFisher Scientific, Loughborough, UK) for organic contamination and on the Agilent Bioanalyser (Agilent, Wokingham, UK) for degradation.

### 2.9 Chromatin immunoprecipitation

Frozen tissue was thawed and cross-linked in 1% formaldehyde for 10 minutes at room temperature. The reaction was quenched by the addition of 0.125 M glycine. The homogenates were lysed in 1% sodium dodecyl sulfate, 10 mM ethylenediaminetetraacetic acid, 50 mM Tris (pH 8.1), 1x Roche complete protease inhibitors and sonicated in a Diagenode bath sonicator (Bioruptor Diagenode, Liege, Belgium) to obtain an average chromatin shear size of 250 to 500 bp. Chromatin immunoprecipitation was performed as described before [57]. Briefly, the sheared chromatin was incubated overnight at 4 °C with protein G magnetic beads (Dynabeads; Invitrogen, Paisley, UK) and 1 μg of the appropriate primary antibody (anti-rabbit H3K9ac and anti-rabbit H3; Abcam). Rabbit immunoglobulin G was used as a negative control. Completed ChIP reactions were washed in standard wash buffers and Tris-EDTA (TE), before being de-crosslinked (0.2 M NaCl at 65 °C for 4 hours, followed by incubation with proteinase K for 1 hour). ChIP DNA was purified using Qiagen QIAquick PCR clean-up columns. One microliter of each ChIP sample was used for subsequent quantitative real-time polymerase chain reaction (qRT-PCR). Over the course of the entire protocol, care was taken to avoid bias or batch effects by processing treated and untreated samples in matched groups and always with their appropriate internal controls (H3, immunoglobulin G).

### 2.10 qRT-PCR

Ten microliters of standard qPCR reactions (Roche LightCycler480 mix, 0.5 μM of primers) were run on a Roche Lightcycler 480 system. All primers were validated with standard curves to test for appropriate efficiencies and melt curves, and their products were checked on a gel. For cDNA, the 2^ddCT method [48] was used with glyceraldehyde-3-phosphate dehydrogenase (Gapdh) as a control. For ChIP samples, standard curves were run on every plate to allow for absolute quantification.

The following primers were used (5′–3′):

Gene desert: *forward*_TGTAAGGGCCCTCCATGTAAA, *reverse*_ATACTGCATAGGCCACATCTTTC
Cacna2d1: *forward*_AAAAGCACCACAAACCCCT, *reverse*_TTTGCACAATCTGGCTGG
Hdac1: *forward*_TAGCCTTCCCTCCAGGAGTC, *reverse*_GGGTAGCCTGCGGTAATCTC
Hdac2: *forward*_ACACTTTCTTCTTGCCGCCT, *reverse*_CTCCCTCAGCCCTCTTGTCT
Hdac11: *forward*_TCCAACACAGTCCTCACAGC, *reverse*_TCCAGCCCTCTACACCCTAC
Rest: *forward*_TTAAAGCTCCACACGCACCT, *reverse*_GGGCCCAAGTTTGCAAAGAG
Mecp2: *forward*_TGCTCCCTCCTTCTCCTCTC, *reverse*_AGCTTCGAGTGCTGAGGAAC
Desmin: *forward*_CAAGTGGAGGTCCTCACCAAC, *reverse*_TTTCCTCCTGTAGCTTGGCCTT
Mt1a: *forward*_CCTCCTGCAAGAAGAGCTGC, *reverse*_AGCAGCACTGTTCGTCACTT
Mt2a: *forward*_TGCAGCGATCTCTCGTTGAT, *reverse*_AGCAGGATCCATCTGTGGCA
tRNA-cys: *forward*_GGGAGAAGCCTTAGTAGAGGAGA, *reverse*_GCCTTAAGGTGATTATCATGTCGAA
Gapdh: *forward*_ATGGGAAGCTGGTCATCAAC, *reverse*_CCACAGTCTTCTGAGTGGCA.

### 2.11 Microarray analysis

All tissue was taken from neuropathic animals, either drug or vehicle treated. RNA from 4 biological replicates per group was processed by UCL Genomics using an Ambion Whole transcript Expression Kit (Invitrogen) and hybridized to Affymetrix Rat Gene Arrays (Rat Gene 1.0ST) on a GeneChip Fluidics Station 450. Chips were scanned on an Affymetrix GeneChip Scanner. Quality control and subsequent analysis were carried out using the following bioconductor packages in R: *oligo* [10] for preprocessing, RMA normalization [34], and various quality controls (including MA plots, box plots, and principal component analysis), *limma* [55] for statistical analysis, and *biomaRt* [23] to access Ensembl v70 annotation. A recently characterized network reconstruction approach called causal reasoning was used to identify upstream regulators of any gene expression changes [14]. Causal reasoning uses directed molecular interactions (eg, protein X *increases expression of* transcript Y) to identify upstream regulators whose activity correctly explains a significant proportion of the observed gene expression changes. Importantly, causal reasoning takes into account the direction of transcriptional change (up or down) seen in the microarray data. Therefore, for a regulator to be significant, it must have both connections to differentially expressed genes and the expression data must also support the relationship (increases or decreases) between regulator and transcript. These criteria result in causal reasoning being robust to random noise [14] and can retrieve a signal where there is a consistent biological underpinning. The algorithm was applied by B.S. without previous knowledge of the specific HDACI compound used in this particular dataset (MS-275).

## 3 Results

### 3.1 HDACI reduced mechanical and thermal sensitivity after nerve injury

Vehicle or HDACI was delivered intrathecally to adult rats 5 days before and continuously throughout nerve injury–induced neuropathic pain. Two different class I HDACIs (MS-275 and MGCD0103) were used, and both were found to significantly attenuate mechanical hypersensitivity after injury by ∼40% to 50% (Fig. 1). This result was obtained across 4 independent experiments; in every one of them, the testing was carried out blind to experimental groups. Figure 1A shows a summary of all data, and Figures 1B and D show the effect of drug treatment on L5 spinal nerve transection and Figure 1C on partial sciatic nerve ligation. Group sizes ranged from 6 to 8 in individual studies, and results were statistically significant at a minimum of *P* < .05 (see Fig. 1 legends for more detail). Delivery of the HDACI before any insult had no effect on sensitivity thresholds, and the rats were ostensibly normal, with no obvious side effects.

In the L5 spinal nerve transection model, thermal sensitivity thresholds were also assessed (Fig. 3). The HDACI MS-275 significantly attenuated the injury-induced decrease in withdrawal thresholds in response to heat at both doses tested (*n* = 6, *P* < .05).

Pretreatment with HDACI before the insult was necessary for the observed analgesic effect to occur. When pumps were connected only after L5 spinal nerve transection, MS-275 could no longer affect mechanical thresholds (Fig. 4), suggesting that HDACIs, at least in this very specific paradigm, hold little promise as therapeutic targets.

### 3.2 HDACI reduced mechanical hypersensitivity in a more clinically relevant model of antiretroviral drug–induced neuropathy

Histone acetylation may also be involved in the generation of nontraumatic peripheral neuropathy. The antiretroviral drug d4T causes dieback of sensory axons from the periphery, reduces dorsal horn expression of calcitonin gene-related peptide and IB4 [32] and is often associated with severe and chronic neuropathic pain [9], [56], [62]. Some of the current authors (W.H. and A.R.) previously characterized d4T-induced neuropathy in the rat [32]. Using their model, the present study found that pretreatment and long-term administration of HDACI significantly increased hind limb withdrawal thresholds to punctate mechanical stimuli compared with vehicle controls (*n* = 7, *P* < .05) (Fig. 2). The magnitude of the effect was similar to that observed in nerve injury models, reducing the animals’ hypersensitivity to external stimulation by ∼40% to 50%.

### 3.3 HDACIs affected H3K9 acetylation in the spinal cord but not the dorsal root ganglia

As expected, intrathecal treatment with MS-275 and MGCD0103 increased spinal acetylation of histones due to the HDACs not being able to exert their effect. Using Western blot, global acetylation was measured at lysine residue 9 and found to be significantly increased in injured dorsal lumbar cord after drug administration. The effect was dose dependent (Fig. 6), reaching a ceiling at 30 nmol/d and could be observed in both traumatic and drug-induced models (Fig. 5).

**Fig. 6:**
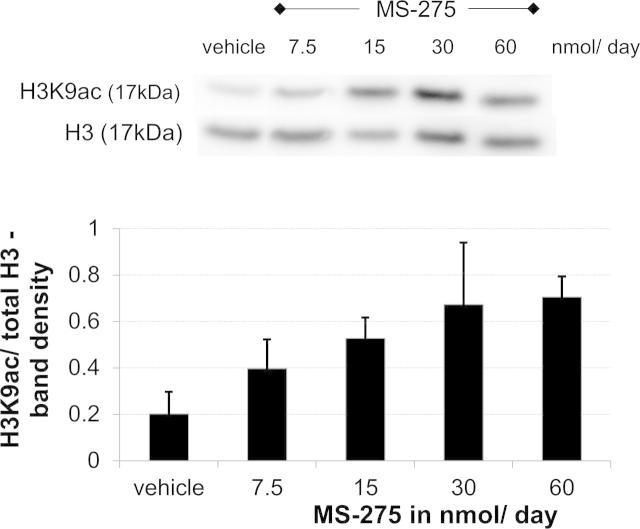
Intrathecal HDACi administration globally increased acetylation in rat spinal cord in a dose-dependent manner. MS-275 was administered to the spinal cord at increasing doses (7.5–60 nmol/d), the protein extracted from dorsal lumbar segments and probed with an antibody against the acetylated lysine residue 9 of histone 3 (H3K9ac). Shown here is a representative Western blot with its corresponding loading control against histone H3. Quantification of 2 separate blots with several biological replicates (*n* = 2–3) was performed using band-density analysis in ImageJ software. Data are expressed relative to H3.

Interestingly, the drugs did not appear to reach the dorsal root ganglia (DRG) relevant for hind limb sensitivity (L4–6) at detectable concentrations, possibly due to high catheter placement. Thus, Western blots of L5 DRG showed no clear difference in acetylation between drug-treated and nondrug-treated tissue (Fig. 7). Equally, examining H3K9 acetylation at individual promoters revealed increases only in spinal cord, but not L5 DRG tissue (Fig. 8).

**Fig. 7:**
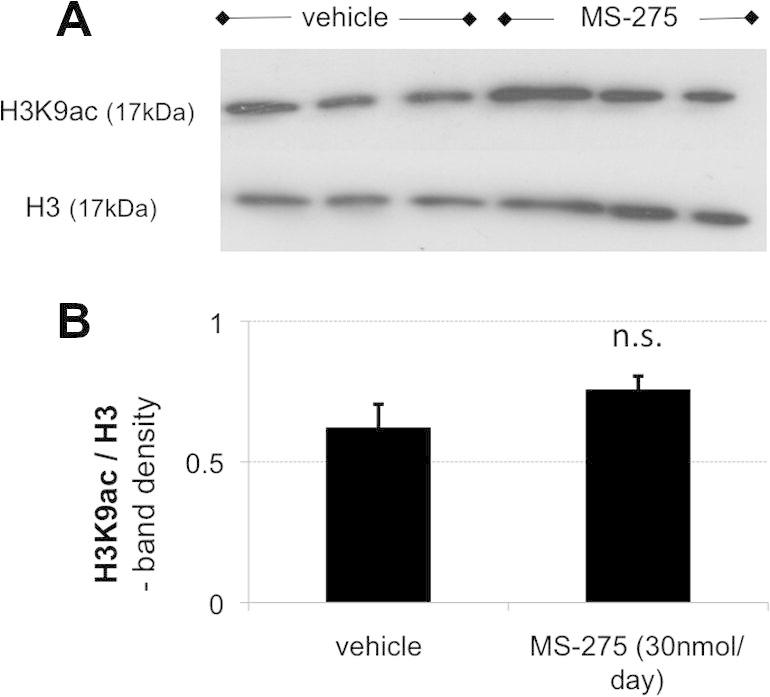
With the intrathecal delivery method used, HDACI did not appear to have a measurable effect on dorsal root ganglion (DRG) acetylation, suggesting that the mechanism of action was mostly central. (A) Representative Western blot of single rat L5 DRG after nerve transection and intrathecal vehicle or HDACi treatment. Total H3 was used as a loading control for acetylated H3K9. (B) Quantification of global H3K9ac revealed no difference between vehicle and HDACI treatment groups (*n* = 4, *P* = not significant [n.s.]).

**Fig. 8:**
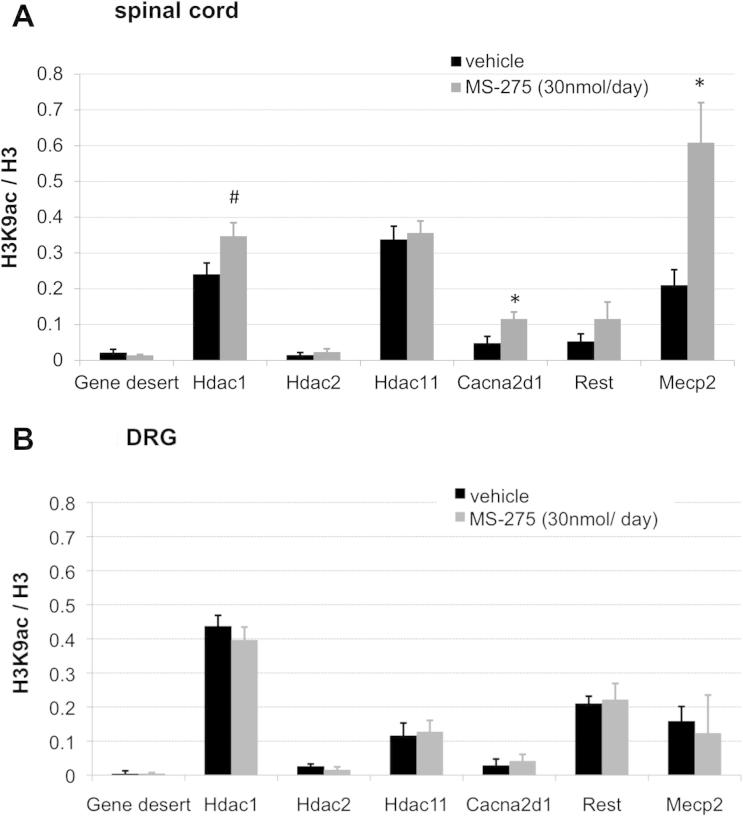
ChIP–quantitative polymerase chain reaction (qPCR) revealed changes in H3K9ac with drug treatment at several promoters in the spinal cord, but not the dorsal root ganglia (DRG). (A) ChIP-qPCR of dorsal ipsilateral spinal cord tissue examining H3K9ac at relevant promoters. Shown here is the ratio of enrichment of H3K9ac over H3 for a gene desert control region and the transcriptional start sites of 6 genes: Hdacs1, 2, and 11; the calcium channel subunit α2δ1 (Cacna2d1), and the transcription factors Rest and Mecp2. Histone deacetylase inhibitor resulted in increased enrichment at 4 of 6 of the genes tested, statistically significant in the case of Cacna2d1 and Mecp2 (*n* = 4, independent-sample *t* tests, uncorrected *P* = .016, *P* = .047, respectively). (B) In the DRG, MS-275- and vehicle-treated ipsilateral DRG revealed no significant differences between treatment groups at any of the genes tested. ^∗^*P* < 0.05, ^#^*P* < 0.1.

Six genes were chosen for testing with ChIP-qPCR: the 2 most prominent class I HDACs (Hdac1 and Hdac2); Hdac11, which should not be affected by MS-275 [7]; the calcium channel subunit α2δ1 (Cacna2d1), as one of the genes known to be greatly transcriptionally dysregulated after neuropathic injury [21]; and 2 transcription factors that have been implicated in the epigenetic regulation of pain conditions (Rest and Mecp2 [27], [59]). None of them displayed significant acetylation changes at lysine residue 9 in the DRG (Fig. 8B), although clear changes could be observed in the spinal cord (Fig. 8A). Independent *t* tests were statistically significant for Cacna2d1 (*P* = .047) and Mecp2 (*P* = .016) and nearly significant for Hdac1 (*P* = .074). Considering the high variability associated with the ChIP-qPCR technique and the very heterogeneous cell populations of the spinal cord, differences of this magnitude are unlikely to be due to type I errors, even though they did not survive stringent Bonferroni correction.

Finally, microarray analysis of RNA extracted from HDACI or vehicle treated, injured L5 DRG was undertaken. Ipsilateral injured DRG were analyzed in 4 biological replicates per group. All RNA samples and Affymetrix arrays passed quality control. However, the microarrays revealed no significant changes in expression after multiple comparison corrections. Even at a very permissive threshold, of unadjusted *P* < .01, only 8 genes showed any change in expression above 1.5-fold (Table 1 and Supplementary Table for full list of genes). Pathway analysis was conducted using a recently characterized network approach called causal reasoning (see Section 2 and Ref. [14]). The algorithm is more robust to random noise because it identifies upstream regulators of differentially expressed genes and takes into account the direction of molecular interactions. Despite this, no regulators or networks emerged as significant in the DRG that could conceivably be related to abnormal HDAC activity (data not shown).

**Table 1:** Summary counts of differentially expressed genes in ipsilateral dorsal cord and ipsilateral DRG at 2 levels of stringency: an FDR-corrected *P* value < .05 and an uncorrected *P* value < .01.

Stringency		Down	No change	Up
FDR correction, *P* < .05	Spinal cord	0	29,213	Mitochondrial transfer RNA ENSRNOG00000033932 4.55x upregulated
	DRG	0	29,214	0

No FDR correction, *P* < .01				
At any fold change	Spinal cord	180	28,835	199
	DRG	103	29,051	60
At fold change ⩾ 1.5	Spinal cord	12	29,184	18
	DRG	4	29,206	4

DRG, dorsal root ganglia; FDR, false discovery rate.

*Note:* Microarray analysis of RNA extracted from histone deacetylase inhibitor– or vehicle-treated injured tissue (*n* = 4) revealed only a single gene that survived multiple testing corrections: a mitochondrial transfer RNA in the spinal cord with EnsemblID ENSRNOG00000033932. At a very permissive threshold of uncorrected *P* < .01, a small number of genes showed significant changes: 379 in the spinal cord and 163 in DRG. Due to the potential for false positives in this list, these genes were only used for causal reasoning analysis, which is robust to random noise.

Taken together these results suggest that, with the specific intrathecal delivery protocol described, HDACIs most likely exerted the majority of their effects centrally at the level of the spinal cord.

### 3.4 Microarray analysis of spinal cord mRNA exposed the specific signature of MS-275 and suggested that the drug’s transcriptional effect was mediated through HDAC1

In contrast to the DRG, microarray analysis of the spinal cord after nerve injury offered a more interesting picture. RNA from dorsal ipsilateral lumbar segments, treated with vehicle or HDACI, was hybridized to Affymetrix microarrays (*n* = 4). 

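The cord experiment compared 4 HDACI-treated with 4 vehicle-treated rats at day 14 after nerve injury, with 1 array per animal sample. The compound was MS-275, an inhibitor selective for class I HDACs, and the sample labels give its dose on these arrays as 30 nmol/d. The array, a Rat Gene 1.0 ST chip, carries probes along whole transcripts, and the probes of a transcript are combined into 1 probe set. The authors normalized the scans with RMA in the R package oligo, which corrects the background, gives all arrays the same distribution of probe signals and summarises each probe set on the log2 scale. The deposited values cover 29214 probe sets on 8 arrays, with array medians between 7.95 and 7.98. From these values, HDACI and vehicle arrays were compared per probe set with limma, without a filter and without a block, and p values were adjusted by the Benjamini-Hochberg method over all probe sets. The variances were moderated, with 6 residual degrees of freedom and a prior worth 3.10, and the median SD within groups was 0.09 on the log2 scale. For arrays, the number of animals limits the precision: with 4 against 4, the smallest exact two-sided permutation p is 0.0286. RMA levels are relative, so a fall shared by most transcripts would not be seen, and differences between dim probe sets are compressed. Gene symbols came from the platform annotation, brought up to date through the rat gene table of the GRCr8 assembly: 15310 probe sets had 1 symbol, 323 had several and 13581 were not listed. Of all probe sets, 198 repeated the values of an earlier one on every array, the first of each identical set not counted. Groups of genes were tested with camera on 14507 genes, each the mean of its probe sets, with a preset correlation between genes of 0.01. The 37 gene lists, 36 of which had at least 3 measured genes, were written before the data were examined but after the Supplementary Table had been read, which holds fold changes from these arrays. The choice of lists was therefore not blind, and list members that stand in that table are not independent evidence of a list's direction. Nor is their passing when adjusted over a list alone, in any list below. The table holds probe sets already chosen at an unadjusted p under 0.01.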

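The arrays differed little from each other. Pearson correlations between arrays over all probe sets ran from 0.993 to 0.997, with a mean of 0.9956 within groups and 0.9955 between them. The first principal component held 30.4% of the variance and placed HDACI arrays at 2.41 ± 10.7 (SD, n = 4) and vehicle arrays at -2.41 ± 16.9, an exact two-sided permutation p of 0.657. The second held 17.0% (exact permutation p = 0.229). The third held 16.1% and gave 6.52 ± 8.09 with HDACI and -6.52 ± 6.38 with vehicle (exact permutation p = 0.0571). The smallest p among the components reached 0.0286, the least the design allows, when only the 1000 most variable probe sets, only probe sets above the median signal or only those with 1 gene symbol entered, after a further quantile normalization, and without HDACI replicate 1. Quality weights estimated by limma ran from 0.569 for vehicle replicate 4 to 1.68 for HDACI replicate 4.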

Again, all chips passed standard quality controls, but principal component analysis showed little separation between groups. Unlike in the DRG, this was a less surprising outcome. Even with drastic interventions such as nerve injury or complete Freund’s adjuvant, research commonly only reports small fold changes (<2) in the spinal cord, most likely due to high tissue heterogeneity [28], [39], [53].

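The cysteine transfer RNA of the mitochondrial genome (tRNA-cys, ENSRNOG00000033932, probe set 10930610), which carries cysteine to mitochondrial ribosomes, was higher with HDACI, at a measured ratio of 4.56. Its log2 signal was 6.69 ± 0.14 (SD, n = 4) in HDACI-treated and 4.50 ± 0.36 (SD, n = 4) in vehicle-treated cord. The log2 fold change was 2.19 (standard error 0.16, 95% confidence interval 1.83 to 2.55; adjusted p = 0.00629 from limma). Every HDACI array lay above every vehicle array (exact permutation p = 0.0286, the smallest that 4 against 4 allow). The vehicle level stood at the 4.69th percentile of probe sets and below the vehicle mean of a list of olfactory receptors (5.30), genes the cord is not known to use. It is therefore not shown to lie above background, and the ratio and its interval depend on that level and are not exact. A pair of further transcripts, chosen after their values were seen and with neighbouring probe set numbers, were higher with no overlap between the groups. ENSRNOG00000031766 had a log2 fold change of 1.20 (standard error 0.25, unadjusted p = 8.71e-04 from limma) and ENSRNOG00000032609 one of 0.88 (standard error 0.20, unadjusted p = 0.00145 from limma), and neither passed adjustment over all probe sets. No probe set other than tRNA-cys had an adjusted p under 0.716, and 1958 had an unadjusted p under 0.05. In limma, the tRNA-cys call was lost without HDACI replicate 1 (adjusted p = 0.0579) or 2 (0.0588), without vehicle replicate 3 (0.0506) or 4 (0.0573), with the replicate number as a block (0.121) and without moderation of the variances (0.532), over a range from 5.12e-04 to 0.532 across all alternatives. The log2 fold change stayed between 2.06 and 2.35 in every fit that kept this probe set.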

Only a single gene passed standard false discovery rate correction (FDR) at *P* < .05: ENSRNOG00000033932, a mitochondrial cysteine transfer RNA (tRNA-cys), significantly upregulated after HDACI treatment. 

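Lbp, the acute-phase protein that binds bacterial lipopolysaccharide, had the largest rise among probe sets with 1 gene symbol and no overlap between the groups, at a log2 fold change of 1.27 (standard error 0.28, 2.41-fold). Slco2a1, a prostaglandin transporter, rose by 0.89 (standard error 0.22), ceruloplasmin (Cp), the copper-carrying ferroxidase, by 0.86 (0.14) and Aplnr, the receptor for apelin, by 0.70 (0.15). Biglycan (Bgn), a small proteoglycan of the extracellular matrix, rose by 0.66 (0.18) and Slc7a11, the cystine/glutamate exchanger, by 0.64 (0.17). Bgn belongs to the extracellular matrix list and Slco2a1 to that of leptomeningeal fibroblasts, lists whose means stood highest in HDACI replicate 2. The other 4 of the 10 largest rises were probe sets of the metallothioneins Mt1 and Mt2A and of desmin. By the same criteria falls were smaller. Or1o1, an olfactory receptor gene, had a log2 fold change of -0.51 (standard error 0.15), from 5.76 with vehicle to 5.25 with HDACI, close to the means of a list of such receptors (5.30 and 5.27), so neither its signal nor the size of its fall is shown to lie above background. Ccdc82 had a log2 fold change of -0.38 (standard error 0.09), calcyclin-binding protein (Cacybp) -0.31 (0.09), Drc3, part of the dynein regulatory complex of cilia, -0.30 (0.07) and Ddc, aromatic amino acid decarboxylase, -0.29 (0.08). Lto1, Hsd17b6, Rwdd2b, Fahd1 and Armcx1 followed, from -0.29 to -0.26. Larger falls lay outside these criteria, such as that of the heme-binding protein Hebp2, chosen after its values were seen, at -0.87 (standard error 0.22) with overlapping groups.

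In limma, 199 probe sets rose and 180 fell at an unadjusted p under 0.01, where 292.14 of 29214 would pass by chance with no effect and independent arrays. Of the 35 splits of the arrays into 4 and 4, 7 called at least these 379, with a median of 176 and a highest count of 964 among the other splits. At this p, 18 rose and 6 fell by at least 1.5-fold, and leaving out each array in turn these counts ran from 15 to 34 and from 3 to 17. Of the 379, 168 rose and 159 fell with no overlap between the groups, which choosing them by p favours. Over all probe sets, called or not, 508 were higher and 823 lower without overlap, 4.56% in all, where chance gives 2.86%. Leaving out each array in turn, 8 of the 10 largest rises and 7 of the 10 largest falls kept an unadjusted p under 0.01 every time. The count of rises dropped to 105 and that of falls to 106 without HDACI replicate 4, rises numbered 129 without vehicle replicate 3, and falls 283 without vehicle replicate 2.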

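Camera called lists of chaperones, transfer RNA synthetases and the unfolded protein response lower with HDACI and lists of ribosomal proteins, acute-phase genes, MHC class I, interferon-stimulated genes and cytokines higher, but none of these calls held with an estimated correlation (adjusted p from 0.343 to 0.584) or in fry. Of 26 genes listed under chaperonin and heat-shock chaperones, a class that helps proteins fold, 25 had a log2 fold change below 0. The list median was -0.12 (adjusted p = 3.73e-09 from camera; adjusted p = 0.343 with an estimated correlation). Vehicle replicate 2 stood highest on this list, and without it the median was -0.06 (adjusted p = 9.63e-05). The 4 that fell at an unadjusted p under 0.01, also 4 when adjusted over the list alone, were Cct7 (-0.16), Cct8 and Tcp1 of the chaperonin ring and Cacybp. All 18 cytosolic aminoacyl-tRNA synthetases, which load amino acids onto transfer RNAs, lay below 0, with a median of -0.08 (adjusted p = 6.81e-07; adjusted p = 0.343 with an estimated correlation). Among them Wars1 (-0.19), Nars1 (-0.17), Vars1 (-0.16) and Yars1 (-0.14) fell, 4 also when adjusted over the list alone. The unfolded protein response had a median of -0.07 over 21 genes (adjusted p = 0.0108; adjusted p = 0.492 with an estimated correlation), with no member passing the test and Hspa5, the chaperone of the endoplasmic reticulum, at -0.17.

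Of 64 cytosolic ribosomal proteins, 60 lay above 0, with a median of 0.07 (adjusted p = 2.70e-15; adjusted p = 0.343 with an estimated correlation). The 6 that rose, none when adjusted over the list alone, included Rpl23 (0.20) and Rps19 (0.18), and the median was 0.05 without vehicle replicate 4. Acute-phase and complement genes had a median of 0.24 over 19 genes (adjusted p = 3.11e-06; adjusted p = 0.373 with an estimated correlation). Cp, Lbp and Cfp (properdin, which stabilises complement activation, 0.27) rose, 3 also when adjusted over the list alone. All 3 stand in the Supplementary Table, so this pass is not independent evidence. The acute-phase median was 0.15 without HDACI replicate 2, where the mean went from 0.20 to 0.10, 0.15 without vehicle replicate 3 and 0.14 without vehicle replicate 4, with an adjusted p of at most 0.00147 from camera. Of 13 genes of MHC class I and the immunoproteasome, which present peptides to T cells, the proteasome subunit Psmb9 (0.43) and RT1-N3 (0.28) rose, 2 also when adjusted over the list alone (median 0.09, adjusted p = 3.84e-04; adjusted p = 0.373 with an estimated correlation). Among 29 interferon-stimulated genes only Ifitm1 (0.63), a membrane protein that restricts virus entry, rose, and none did when adjusted over the list alone (median 0.07, adjusted p = 8.34e-04; adjusted p = 0.584 with an estimated correlation). None of the 19 cytokines and chemokines passed (median 0.06, adjusted p = 0.0145; adjusted p = 0.343 with an estimated correlation). On the cytokine list HDACI replicate 2 stood highest (7.88), against 7.62 to 7.69 on the other HDACI arrays and 7.54 to 7.72 with vehicle. On the interferon list this array read 7.97, against 7.64 to 7.83 on the other HDACI arrays and 7.54 to 7.83 with vehicle. MHC class II was not called over 9 genes (adjusted p = 0.568), and its median of 0.01 and mean of -0.01 differed in sign.

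With 1 value per gene, no gene passed adjustment over all genes in limma, 212 had an unadjusted p under 0.01 and 1125 under 0.05. Of the 36 lists tested, camera called 19 higher and 6 lower at an adjusted p under 0.05. Those called higher dropped to 11 without HDACI replicate 2 and to 12 without vehicle replicate 3, and other splits of the arrays called a median of 13 lists and at most 24. None of these 25 held with an estimated correlation, where 4 had an unadjusted p under 0.05, or in fry, a rotation test of whether a list moves on balance one way, where 5 did. Of the lists in these groups, leaving out an array ended the calls on interferon-stimulated genes (adjusted p = 0.0897 without HDACI replicate 2, and also without vehicle replicate 3 or 4), on cytokines and chemokines (0.130 without HDACI replicate 2, and without vehicle replicate 3) and on the unfolded protein response (0.255 without vehicle replicate 2). The MHC class I call was lost when only probe sets above the median signal entered (adjusted p = 0.738 from camera).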

A larger, but still modest list of nominally significant genes was identified at uncorrected *P* < .01 (Table 1 and Supplementary Table), a threshold at which false positives can undoubtedly pass. Again, therefore, genes were not examined individually, but analyzed further using causal reasoning to retrieve signals with consistent biological underpinning. Of the nominally significant probes, 177 were annotated with an Ensembl ID and had an unequivocal ortholog in humans. Of those, 83% were present in the knowledge base of causal interactions that forms the basis for the causal reasoning algorithm.

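Of the 379 probe sets, 191 had 1 gene symbol in the platform annotation, 3 had several and 185 were not listed there. The Supplementary Table gives an Ensembl gene for 317 of them, 285 of which differ, and for 131 of the 185 that the platform annotation leaves unnamed. Not every probe set is a separate measurement: 14 of the 379, all higher with HDACI, repeat the values of an earlier probe set on every array. ENSRNOG00000035732 accounts for 11 of the 379, which hold only 2 different sets of values. The match to human orthologs was not repeated here.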

The top causal hypothesis that emerged from the analysis was for an increase in the compound MS-275 (Bonferroni corrected *P* = .0026), which could be connected to 28 of the 177 genes (Fig. 9 and Table 2). This means that the changes observed in the microarray analysis matched previously reported changes induced by MS-275 and can be said to carry the “signature” of this particular HDACI. 

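Besides the metallothioneins and desmin, 19 genes drawn in the MS-275 network of Fig. 9A were matched to a probe set, and all 19 moved in the direction drawn, 14 higher and 5 lower. Rises ran from 0.17 to 1.27 on the log2 scale. They include, from the matrix list that stood highest in HDACI replicate 2, fibulin 1 (Fbln1, 0.51, standard error 0.11) and Fndc1 (0.39), and further the coagulation factor subunit F13a1 (0.54), the inhibitor of DNA binding Id3 (0.33) and Junb, a subunit of the AP-1 transcription factor (0.26). Clec5a, a lectin receptor of myeloid cells, had 0.33 (from a vehicle level of 5.08, not shown to lie above background), Rgs16, a regulator of G protein signalling, 0.29, Perp, a desmosomal target of p53, 0.29, and Tp53i11, 0.17. Of the genes drawn as lower, the oxysterol-binding protein Osbpl3 had -0.29 (standard error 0.07), the mitotic spindle protein Dlgap5 -0.25, Cd274, which encodes PD-L1, -0.20, and Jkamp -0.13. Every one had an unadjusted p under 0.01 in limma, and 15 of the 19 showed no overlap between the groups. These genes were drawn because they passed that threshold on the same arrays, so their count and direction are not independent evidence. Leaving out each array in turn, 7 of the 19 kept an unadjusted p under 0.01 every time.

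Genes commonly reported to rise with HDAC inhibitors formed a list of their own. None of its 10 measured members passed the test. Txnip, an inhibitor of thioredoxin, had a log2 fold change of 0.35 (standard error 0.12), Hspa2 0.28 and the cell cycle inhibitor Cdkn1a 0.19. As a group they had a median of 0.06 (adjusted p = 0.0183 from camera; adjusted p = 0.343 with an estimated correlation; adjusted p = 0.180 without HDACI replicate 2). From the direction of the genes in the network, which a knowledge base of reported interactions connects to MS-275, the paper reasons that the nominal list carries the signature of this compound.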

A reassuring result-demonstrating that causal reasoning could successfully discriminate relevant pathways from any noise. 

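Of the genes drawn in the HDAC1 network of Fig. 9B, 11 that are not also in the MS-275 network were matched to 12 probe sets, and all 12 moved in the direction drawn. The 5 higher genes were Aebp1, a secreted binder of collagen (log2 fold change 0.54, standard error 0.16), the quinone reductase Nqo1 (0.27), the TGF-β binding protein Ltbp2 (0.23), Igfbp7, which binds insulin-like growth factors (0.22), and the lysosomal chitobiase Ctbs (0.19). The 6 lower genes were the chaperonin subunits Tcp1 (-0.24 and -0.25 on its probe sets, standard errors 0.07 and 0.07) and Cct8 (-0.15), Trmt10c (drawn as RG9MTD1), which methylates mitochondrial transfer RNAs (-0.23), the integrin Itgb8 (-0.22), the glycolytic enzyme Pgk1 (-0.19) and the kinase Stk24 (-0.16). All had an unadjusted p under 0.01 in limma, the threshold by which the study chose them on these arrays, so the tally is not independent evidence. On 9 of the 12 probe sets the groups did not overlap. For each of the 12, leaving out at least 1 array raised the unadjusted p above 0.01. Aebp1, Ltbp2 and Igfbp7 belong to the matrix list, whose mean stood highest in HDACI replicate 2. HLA-C, also drawn there, was not matched to a rat probe set.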

Of further interest in the top 10 causal regulators was the hypothesized decrease in HDAC1, which could be connected to 32 genes, 27 of them with correct directionality. HDAC1 is one of the primary targets of MS-275, and these results suggest that a significant proportion of the expression changes observed were due to its impaired function after drug administration.

**Fig. 9:**
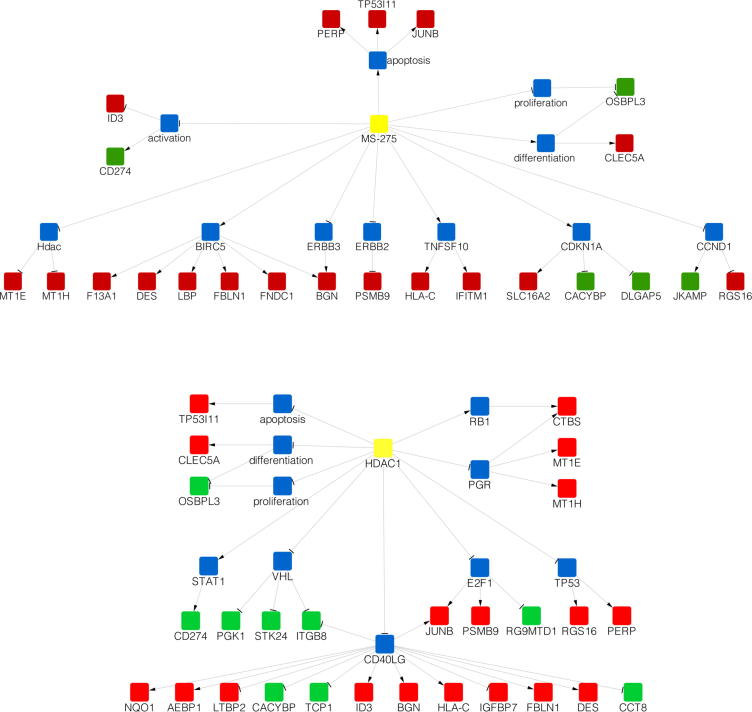
Causal reasoning applied to spinal cord microarray data revealed an MS-275 signature and suggested that the effect of this particular HDACI was mediated through HDAC1. Shown here are the causal networks for MS-275 (A) and HDAC1 (B). Yellow nodes represent the upstream regulators. Red and green nodes are genes in the nominally significant list of transcripts that were observed to increase or decrease in expression, respectively. Blue nodes are intermediaries introduced by the algorithm and can be either proteins or biological processes. The arrow and bar edge endings indicate an activating or repressive relationship, respectively. Genes chosen for further validation were MT1E (rat ortholog Mt1a), MT1H (rat ortholog Mt2a), and desmin.

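On the arrays, the metallothioneins Mt1 and Mt2A, small proteins that bind zinc and copper, and desmin, the intermediate filament of muscle cells and pericytes, rose with HDACI on every probe set. Mt1 was 1.66-fold and 1.74-fold higher on its probe sets 10796411 (log2 fold change 0.73, standard error 0.15, unadjusted p = 8.22e-04 from limma) and 10809392 (0.80, standard error 0.17, unadjusted p = 8.99e-04). Mt2A was 1.38-fold higher on probe set 10809399 (0.46, standard error 0.11, unadjusted p = 0.00203 from limma) and 1.52-fold higher on 10827989 (0.60, standard error 0.12, unadjusted p = 7.46e-04). Des, on probe set 10924507, had a log2 fold change of 0.67 (standard error 0.11, unadjusted p = 1.70e-04 from limma), at 8.23 ± 0.21 (SD, n = 4) with HDACI and 7.55 ± 0.15 with vehicle. All 5 probe sets showed every HDACI array above every vehicle array (exact permutation p = 0.0286 each) and kept an unadjusted p under 0.01 without any 1 array. None passed adjustment over all probe sets. The rise was uneven in Mt1, where vehicle arrays gave 10.92 ± 0.06 and HDACI arrays 11.65 ± 0.35 on probe set 10796411. Of the other metallothioneins, Mt3, the form of the nervous system, had a log2 fold change of 0.08 and Mt4 one of 0.05, and neither passed. As a list of 4 genes, metallothioneins were higher (median 0.31, adjusted p = 7.65e-05 from camera; adjusted p = 0.174 with an estimated correlation), with 2 members rising, also 2 when adjusted over the list alone. Both of these stand in the Supplementary Table.

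**Figure D1:**
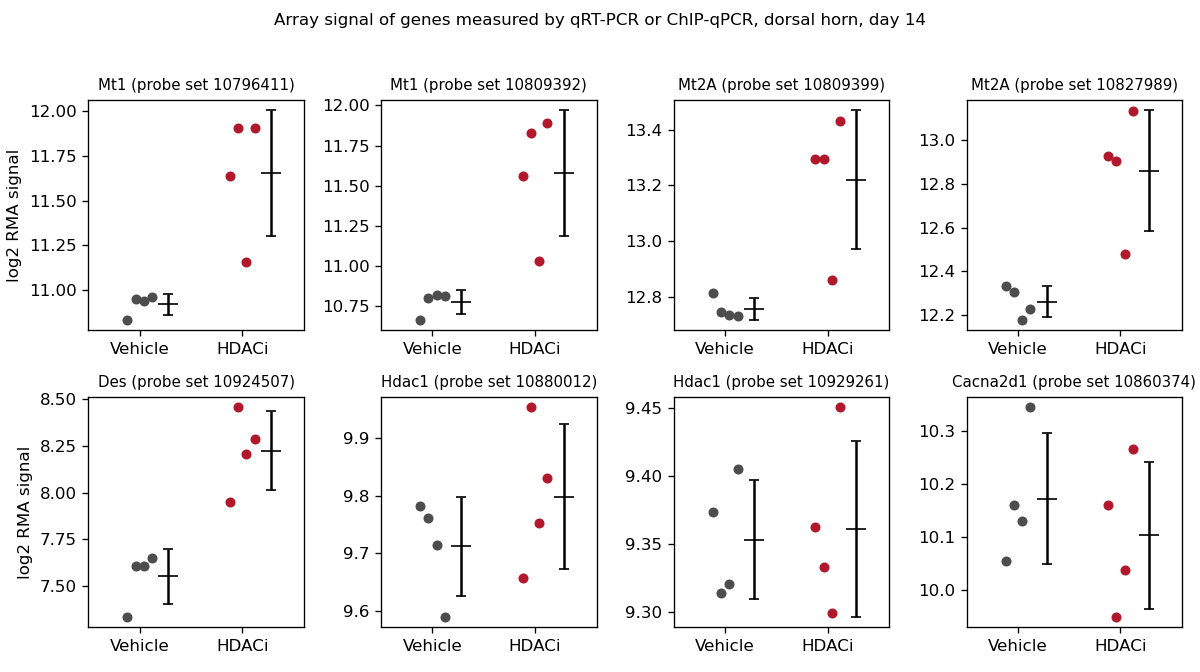
Array signal (log2 RMA values) of probe sets of genes measured by qRT-PCR or ChIP-qPCR, in 4 vehicle-treated and 4 HDACI-treated samples of dorsal cord. Each point is 1 array, and the bar beside the points is the mean ± SD; axes do not start at 0. HDACI points lie above all vehicle points for Mt1, Mt2A and Des, and the groups overlap for Hdac1 and Cacna2d1.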

**Table 2:** MS-275 and HDAC1 emerged as mediators of gene expression changes using causal reasoning on 177 nominally significant genes.

Hypothesis	*P* (Bonferroni)	Enrichment	C	I	A	Type
MS-275+	2.63E−06 (0.029)	1.81E−05	21	5	2	Chemical
Roscovitine−	1.27E−05 (0.141)	3.04E−05	19	5	5	Chemical
HDAC1−	1.42E−04 (1.569)	8.81E−03	19	5	8	Protein
DHEA sulfate−	1.34E−03 (14.848)	8.77E−05	26	12	7	Chemical
SMAD3+	2.06E−03 (22.797)	1.81E−04	26	12	10	Protein
TLR2+	3.44E−03 (38.013)	4.86E−03	28	14	12	Protein
LY294002−	4.22E−03 (46.638)	3.60E−03	31	16	23	Chemical
ADRB2+	4.34E−03 (47.967)	9.56E−04	29	15	12	Protein
SNCA+	8.07E−03 (89.172)	1.62E−03	28	15	12	Protein

A, number of ambiguous connections; C, number of causally correct paths from the hypothesis to the differentially expressed genes; DHEA, dehydroepiandrosterone; HDAC, histone deacetylase inhibitor; I, the number of incorrect paths.

*Note:* The sign in the hypothesis column indicates whether an increase (+) or decrease (−) in the activity of the hypothesis is predicted to cause the observed expression changes. The *P* column contains the unadjusted *P* values, with Bonferroni-adjusted *P* values in parentheses. This test takes into account the directionality of the fold changes. In contrast, the Enrichment column *P* values reflect the proportion of downstream regulators present in the gene expression dataset.

To validate some of these microarray results, qRT-PCR was carried out on an independent cDNA batch to test expression of 3 downstream targets of HDAC1 action, as well as the significantly dysregulated tRNA-cys (Fig. 10). Two metallothioneins, Mt1a and Mt2a, and the intermediate filament desmin showed a 2.5- to 3-fold increase in expression, further supporting a small, but robust effect on HDAC1 target genes. Equally consistent with the array data, tRNA-cys was increased 1500-fold in HDACI-treated tissue, representing a highly significant increase at *P* = .00013.

**Fig. 10:**
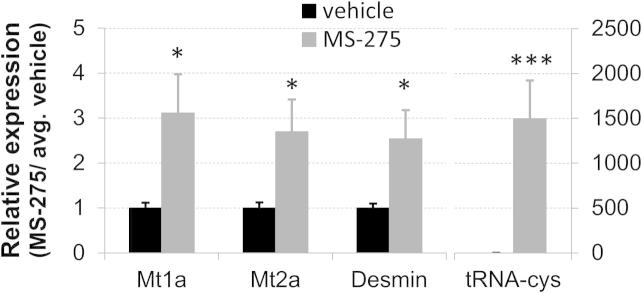
Quantitative real-time polymerase chain reaction (qRT-PCR) validation of spinal cord microarray data confirmed increased expression of (HDAC)1 targets and of a mitochondrial transfer RNA. Primers were designed against HDAC1 targets (2 metallothioneins [Mt1a, Mt2a, human orthologs: MT1E, MT1H] and desmin) as well as the cysteine transfer RNA (tRNA-cys) identified via microarray. All values were normalized to Gapdh (2^-ddCT), and relative expression values were calculated in relation to the vehicle average. Increased transcription was observed in drug-treated tissue, highly significant in the case of tRNA-cys: uncorrected *P* values of .027 (Mt1a), .026 (Mt2a), .047 (desmin), and .00013 (tRNA-cys); independent-sample *t* tests, *n* = 4.

## 4 Discussion

The data presented provide the first direct evidence of a role for histone deacetylases in the development of neuropathic pain conditions. Delivery of HDACI into rat spinal cord was found to reduce hind paw hypersensitivity by ∼40% in several different models of neuropathic pain: partial sciatic nerve ligation, L5 spinal nerve transection, and a systemic model of antiretroviral drug–induced neuropathy with quite different progression and neuropathology [32]. These results are in line with recent work reporting analgesic effects of HDACI in acute inflammatory models [2], [13], [65].

In contrast, drug treatment did not affect already established neuropathic pain after spinal nerve transection, suggesting that histone acetylation might be specifically involved in the emergence of hypersensitivity. To dissociate this further, future experiments could be conducted in which drug pretreatment is stopped at the time of injury. It also cannot be completely ruled out that an effect might appear at a higher dose, even though the threshold for full global hyperacetylation appeared to have been reached at the 30-nmol/d dose used in this study.

On a mechanistic level, it seems likely that HDACIs exerted their effect centrally within the spinal cord. No evidence could be found for involvement of the DRG, with the compounds having no clear effects on injured tissue in terms of global histone acetylation, local promoter acetylation, or RNA expression levels. This does not necessarily mean that neuropathic pain processes in the DRG cannot be modulated by epigenetic mechanisms, but only that they were not affected in this particular case, most likely because catheters were placed optimally to treat the lumbar spinal cord and therefore were relatively far from L5 ganglia.

In contrast, at the level of the spinal cord, HDACI significantly increased H3K9 acetylation and altered mRNA expression. H3K9ac levels were affected both globally (as measured by Western blot) and locally at various relevant promoters (as measured by ChIP). Microarray analysis revealed a mitochondrial transfer RNA as significantly upregulated in drug-treated tissue. Moreover, the expression pattern of a nominally significant list of genes was consistent with an MS-275 signature as well as a decrease in HDAC1 function.

Of note, MS-275 did not directly affect acetylation at all promoters tested, despite its selectivity for the ubiquitous class I HDACs [7]. Of 6 genes tested, changes were observed in 4 (Hdac1, Cacna2d1, Rest, Mecp2), 2 of which were statistically significant at *P* < .05: Mecp2 and Cacna2d1. Mecp2 (methyl-CpG-binding protein) methylates DNA and can thus lead to transcriptional silencing. There is evidence to suggest that MeCP2 might act as a global regulator of chromatin structure, its joint presence with HDACs in repressor complexes enabling it to influence acetylation and allowing a link between acetylation and DNA methylation patterns [54]. The increased acetylation at MeCP2 could therefore be the system’s attempt to counterbalance diminished HDAC action after drug administration.

The functional effect of increased H3K9ac at the calcium channel subunit Cacna2d1 is less clear. The gene is known for abnormal increases in transcription after neuropathic pain [21], and the microarray data presented here suggest that these were unchanged with HDACI administration. Hence, in this case, local H3K9 acetylation clearly failed to correlate with transcription. It could be that at the Cacna2d1 promoter, H3K9ac does not have any real biological significance: the overall enrichment was very small, barely exceeding the negative control levels of a gene desert region. 

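Cacna2d1 encodes the α2δ1 subunit of voltage-gated calcium channels, to which gabapentin binds. Its probe set, 10860374, read 10.10 ± 0.14 (SD, n = 4) in HDACI-treated and 10.17 ± 0.12 (SD, n = 4) in vehicle-treated cord. The log2 fold change was -0.07 (standard error 0.08, unadjusted p = 0.430 from limma; exact permutation p = 0.543), with a 95% confidence interval from -0.26 to 0.12. A change within these bounds is not excluded. Rest, a repressor of neuronal genes, had 0.00 (standard error 0.08). The arrays compare HDACI with vehicle after injury and hold no uninjured cord, so the rise of Cacna2d1 after injury was not analysed here.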

The study of other marks posited to correlate with transcription, such as H3K27ac and H3K4me3 [22], might be more revealing. Either way, HDACIs are unlikely to exert their effect by reversing the abnormal transcriptional regulation of Cacna2d1.

Generally, the measurable effect of HDACI treatment on transcription was modest, although the emergent MS-275 signature suggested that expected changes did occur, and causal reasoning further suggested that they were mediated through decreased HDAC1 function. This was also confirmed by qRT-PCR, which showed increased expression of several HDAC1 targets.

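Most changes were small. Among the probe sets at an unadjusted p under 0.01, the median size was 1.17-fold, 98.7% were under 2-fold, and 5 reached 2-fold, 4 of them higher with HDACI. Camera called the lists of nuclear oxidative phosphorylation genes and of cholesterol synthesis lower. The former had a median log2 fold change of -0.03 over 44 genes (adjusted p = 0.0267 from camera; adjusted p = 0.638 with an estimated correlation). Only Cox5a, a subunit of cytochrome c oxidase, fell (-0.17), and not when adjusted over the list alone, where 0 passed. The 18 genes of cholesterol synthesis had a median of -0.07 (adjusted p = 0.0183; adjusted p = 0.625 with an estimated correlation), and none passed, with the isomerase Idi1 at -0.20. Immediate early genes, switched on by activity, had a median of 0.07 over 27 genes (adjusted p = 7.65e-05; adjusted p = 0.343 with an estimated correlation). Id3 and Junb rose, 0 when adjusted over the list alone, and Egr1 had 0.24. Targets of NRF2, the regulator of antioxidant genes, had a median of 0.03 over 14 genes (adjusted p = 0.0225; adjusted p = 0.431 with an estimated correlation), and Slc7a11 and Nqo1 rose, 2 also when adjusted over the list alone. Among 30 genes reported to change in the cord after nerve injury, Reg3g, a secreted lectin, rose (0.44), 0 when adjusted over the list alone, and Gadd45a had -0.29 (median 0.06, adjusted p = 0.0183; adjusted p = 0.584 with an estimated correlation). The mean of the injury list was only 0.02, and its array means overlapped between the groups (exact permutation p = 0.943). HDACI replicate 2 stood highest on it (9.11), against 8.78 to 8.87 on the other HDACI arrays and a vehicle mean of 8.87.

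Receptors for glutamate, GABA and glycine were not called over 33 genes (median -0.01, adjusted p = 0.442), nor were 25 cell cycle genes (-0.01, 0.725), of which Dlgap5 fell. Olfactory receptors, which the cord is not known to use and which served as a comparison, were not called either (53 genes, median -0.04, adjusted p = 0.242), but were called lower without vehicle replicate 2 (adjusted p = 0.0133). Leaving out an array ended the calls on oxidative phosphorylation (adjusted p up to 0.476, without HDACI replicate 2), cholesterol synthesis (up to 0.193, without HDACI replicate 3), NRF2 targets (up to 0.119, without HDACI replicate 2) and injury genes (up to 0.269, without HDACI replicate 2). Without HDACI replicate 2 the receptor list was called higher, with a mean of 0.03 (adjusted p = 0.0158), and without HDACI replicate 1 lower, with a mean of -0.06 (adjusted p = 0.0170).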

MS-275 administration did not affect HDAC1 itself at day 14 (fold “change” of 1.06). It could be that an earlier effect on transcription was missed, although a different explanation seems more likely given what is known about HDACI function. These compounds block access of histone lysine residues to the active site of HDACs [25], and their effects may differ depending on which particular HDACI protein complex they are incorporated into [3]. In this case then, MS-275 may have blocked HDAC1 from accessing and binding to its usual targets, affecting expression of a variety of genes downstream. 

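Hdac1, which encodes a class I enzyme that MS-275 inhibits, read 9.80 ± 0.13 (SD, n = 4) with HDACI and 9.71 ± 0.09 (SD, n = 4) with vehicle on the brighter of its probe sets. This is a 1.06-fold difference, a log2 fold change of 0.09 (standard error 0.07, 95% confidence interval -0.07 to 0.25, unadjusted p = 0.257 from limma; exact permutation p = 0.343). On its other probe set, 10929261, the log2 fold change was 0.01 (standard error 0.05). The other class I members Hdac2 (-0.06, standard error 0.08) and Hdac3 (-0.05, standard error 0.04), the class II members Hdac4 (0.04), Hdac5 (-0.01), Hdac6 (-0.07), Hdac7 (0.06) and Hdac10 (-0.06) and the class IV member Hdac11 (0.03) did not pass the test. Of 10 measured HDACs, none rose or fell, 0 passed when adjusted over the list alone, and the list was not called (adjusted p = 0.802 from camera, direction up, with a median of -0.00 and a mean of -0.01).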

Perhaps the hint of increased H3K9 acetylation observed at the HDAC1 promoter itself could be interpreted as the system’s attempt to counteract the drug-induced blockade of HDAC1 function.

Only a single gene survived multiple comparison corrections and was significantly changed in MS-275 treated tissue: a mitochondrial cysteine transfer RNA, the relative expression of which was increased by nearly 5-fold in the microarray and 1500 times in subsequent qRT-PCR. Transfer RNAs are essential for the translation of specific amino acids, in this case of cysteine in the mitochondrial genome [52], [64]. There appears to be no literature linking these RNAs to HDACIs, histone acetylation, or chronic pain. There is a putative link between mitochondrial stress and the development of chronic pain conditions, such as chemotherapy-induced neuropathy [26], [63]. Moreover, in the d4T model specifically, it has been shown that abnormal regulation of mitochondrial proteins might contribute to the degeneration of distal axons [32]. Yet, it still remains to be seen whether any of this relates specifically to transfer RNAs and hence whether there could be a real biological connection between this specific cysteine-tRNA and neuropathic pain.

In summary, only limited effects of HDACI on transcription were observed in this study, which might be due to the mix of cell types and the complexity of the systems involved. 

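Camera called lists of the matrix, meninges, vessels, macrophages, red blood cells, microglia, astrocytes and the dorsal horn higher with HDACI and that of motor neurons lower, but none of these calls held with an estimated correlation (adjusted p from 0.343 to 0.625) or in fry, and several medians rest on HDACI replicate 2. The extracellular matrix list, 36 genes made largely by fibroblasts, had a median log2 fold change of 0.20 (adjusted p = 2.77e-09 from camera; adjusted p = 0.414 with an estimated correlation). Its 7 rising members, 7 also when adjusted over the list alone, include Fbln1, Bgn, Ltbp2 and the sulfatase Sulf1 (0.34), and all 7 stand in the Supplementary Table. Of 24 markers of leptomeningeal fibroblasts, which line the cord, Gjb2 (a gap junction protein, 0.52), Slco2a1 and the homeobox gene Prrx2 (0.38) rose, 3 also when adjusted over the list alone (median 0.23, adjusted p = 1.76e-06; adjusted p = 0.414 with an estimated correlation). Of 18 markers of pericytes and vascular smooth muscle only Des rose, 1 when adjusted over the list alone (median 0.10, adjusted p = 1.78e-05; adjusted p = 0.414 with an estimated correlation). Of 20 endothelial markers only Ly6c (0.43, from a vehicle level of 5.20 that is not shown to lie above background) rose, 0 when adjusted over the list alone (median 0.08, adjusted p = 8.92e-05; adjusted p = 0.538 with an estimated correlation). Perivascular and infiltrating macrophage markers had a median of 0.08 over 16 genes (adjusted p = 0.00329; adjusted p = 0.373 with an estimated correlation), with Clec5a and F13a1 rising, 2 also when adjusted over the list alone. Red blood cell genes had a median of 0.28 over 6 genes, none passing (adjusted p = 0.0468; adjusted p = 0.575 with an estimated correlation). In HDACI replicate 2 the matrix list mean was 9.48, against 8.88 in the highest other HDACI array and 8.93 in the highest vehicle array, and without this array the medians were 0.01 for the matrix, 0.02 for leptomeningeal fibroblasts, 0.05 for pericytes, 0.04 for macrophages and 0.03 for red blood cells. Camera still called the matrix (adjusted p = 7.02e-04), leptomeningeal fibroblasts (0.0371), pericytes (0.0158) and macrophages (0.0371) higher without it. The matrix median was 0.09 without vehicle replicate 3.

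Among glia, no member passed in the lists of microglia (19 genes, median 0.07, adjusted p = 0.0224; adjusted p = 0.625 with an estimated correlation) or astrocytes (17 genes, median 0.05, adjusted p = 0.0222; adjusted p = 0.575 with an estimated correlation), where Gfap, the astrocyte filament, had 0.16. Oligodendrocytes (16 genes, median 0.01, adjusted p = 0.409) and their precursors (10 genes, 0.01, 0.133) were not called, though the precursors were called higher without HDACI replicate 1 (adjusted p = 0.0173) or vehicle replicate 1 (0.0449). Neurons were not called (23 genes, median -0.03, adjusted p = 0.0613), with Elavl4, a neuronal RNA-binding protein, at -0.17, but were called lower without HDACI replicate 1 (adjusted p = 0.00342) or vehicle replicate 1 (0.0267), after a further quantile normalization (0.0266) and with trend and robust settings (0.0351). Transmitters and peptides of the dorsal horn were called higher over 32 genes, with a median of 0.04 but a mean of -0.00 and no member passing (adjusted p = 0.0224; adjusted p = 0.612 with an estimated correlation), and Grpr, the gastrin-releasing peptide receptor, had 0.23. The 9 motor neuron markers, cells of the ventral horn, had a median of -0.75 (adjusted p = 0.00198; adjusted p = 0.343 with an estimated correlation). No member passed, and the choline transporter Slc5a7 had -0.75 (standard error 0.31), Chodl -1.17 (0.52), Slc18a3, the vesicular acetylcholine transporter, -1.07 (0.53) and Isl1 -0.23 (0.10). The list means of the arrays overlapped between the groups (exact permutation p = 0.114), at 9.06 and 9.52 in vehicle replicates 1 and 2 but 8.03 and 8.47 in vehicle replicates 3 and 4, against 7.74 to 8.40 with HDACI. The list median lay between -0.94 and -0.44 (without vehicle replicate 2) leaving out each array in turn. Not called were sensory neurons of the DRG (15 genes, median -0.05, adjusted p = 0.409), Schwann cells (13 genes, -0.08, adjusted p = 0.725, direction up in the test) and ependymal cells (21 genes, -0.02, 0.748), where Drc3 fell, 1 also when adjusted over the list alone, and which were called lower without HDACI replicate 1 (0.0323). Without HDACI replicate 2 the calls on endothelial cells (adjusted p = 0.0609), microglia (0.507), astrocytes (0.0703) and red blood cells (0.657) were lost, and single vehicle arrays ended the last 3 as well. The dorsal horn call was lost without HDACI replicate 1 (0.341) and 3 other arrays.

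**Figure D2:**
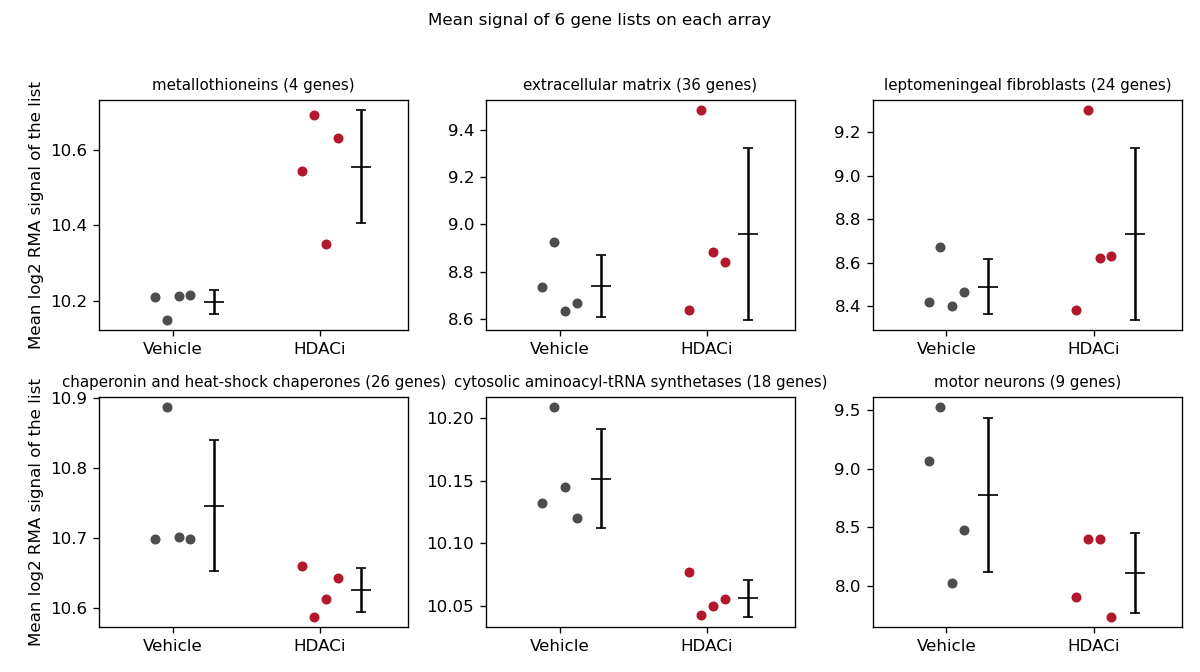
Mean log2 RMA signal of 6 gene lists on each array, in 4 vehicle-treated and 4 HDACI-treated samples. Each point is 1 array, and the bar beside the points is the mean ± SD; axes do not start at 0. The metallothionein, chaperone and aminoacyl-tRNA synthetase means do not overlap between the groups, and HDACI replicate 2 stands at the top of the matrix and leptomeningeal panels, at 9.48 in the matrix panel.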

HDAC inhibition is often simplistically equated with hyperacetylation and hence increased transcription. Yet, the regulation of histone acetylation is a very intricate, highly cell type–specific process involving not only HATs and HDACs, but also multiple other cellular proteins and possibly even microRNAs [33], [50].

HDACs themselves are a large family of 4 classes: zinc-dependent classes I, II, and IV and the biochemically quite distinct class III or sirtuins. Although class I HDACs (HDAC1–3) are ubiquitously expressed, they are currently the only zinc-dependent HDACs that inhibitors can convincingly target in a select fashion [7] and were therefore chosen for this study. HDAC4, HDAC5, and HDAC11 also show high expression levels in the central nervous system [8], but their function would have to be elucidated with genetic or transgenic approaches.

There is convincing evidence from work on yeast and T cells that HDACs can be associated with gene activation as well as repression [37], [60], and HDAC function is thought to be very dynamic and context dependent [4], [17]. Deacetylase enzymes, in particular classes II and III, also act on cytoplasmic proteins and are thus able to influence a wide range of processes including translation, microtubular transport, and membrane regulation [45].

Perhaps as a consequence of this, HDACIs are reported to have differential impact on H3K9 acetylation depending on promoter status (active, poised, or silent) [60] and are known to have relatively modest effects on transcription [30], [44], possibly due to a limited supply of transcriptional machinery [54]. These findings, combined with the generally small fold changes observed in highly heterogeneous spinal cord tissue [28], [39], lead one to expect difficulties in teasing out biologically relevant expression changes after HDACI treatment. Technical advances, such as cell sorting techniques like flow cytometry, could help resolve some of these issues in the future.

It remains to be seen whether nerve injury itself changes histone acetylation or indeed other modification marks in the spinal cord. Given that HDACI can positively affect hypersensitivity in the models described here, this possibility certainly presents itself as a major hypothesis, albeit a challenging one to explore. Addressing it directly will most likely require genomewide data from ChIP-seq and, even more so than in the case of transcription, thorough cell type–specific analysis.

### 4.1 Conclusions

This study has explored the potential involvement of an epigenetic process in chronic neuropathic pain. Although the precise mechanisms still remain to be determined, the resulting data strongly suggest that chemical interference with histone acetylation at the level of the spinal cord can ameliorate the sensory abnormalities associated with both traumatic nerve injury and drug-induced neuropathy.

## Conflict of interest statement

B.S. and D.Z. are full-time employees of Pfizer Ltd. None of the other authors have any conflicts of interest to declare.

How the deposited data were processed for this re-analysis (not part of the article)

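RNA of the dorsal ipsilateral lumbar spinal cord, taken 14 days after spinal nerve injury from adult male rats, was measured on Affymetrix Rat Gene 1.0 ST arrays, 4 from HDACI-treated and 4 from vehicle-treated animals. The paper reports 4 biological replicates per group, and the groups and replicate numbers were taken from the sample labels. The deposited values are on the log2 scale: the authors processed the scans with the R package oligo and normalized them with RMA (background correction, quantile normalization between arrays and a summary per probe set), and annotated them with Ensembl v70 through biomaRt. Versions of oligo, limma and biomaRt are not given in the sources used here. The scans themselves, the dorsal root ganglion arrays, the ChIP-qPCR, Western blots and behaviour were not analysed here, and the causal reasoning was not repeated, because its knowledge base was not used here.

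From the deposited values, HDACI and vehicle were compared on 29214 probe sets with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with all p values two-sided and adjusted by the Benjamini-Hochberg method. No probe set was filtered out and the arrays had equal weight. For single probe sets an exact permutation test over all assignments of 4 and 4 arrays was added. Calls were made at an adjusted p under 0.05 and, as in the study, at an unadjusted p under 0.01, with a size of at least 1.5-fold counted separately. Principal components were computed on centred values. Correlations between arrays are Pearson correlations across genes, which are not independent replicates. For arrays, their number limits the precision, and a change that was not called is not shown to be absent.

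Symbols were taken from the platform annotation and brought up to date by Entrez number through a RefSeq table of the GRCr8 assembly, which held 14481 of the numbers. No coordinates were used. A gene's value is the mean of its probe sets with 1 symbol. Of 37 gene lists, the 36 with at least 3 measured genes were tested with camera of limma at a preset correlation of 0.01, and the list of the mitochondrial genome had no measured symbol.

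The genes named follow a rule set with knowledge of the fold changes in the Supplementary Table. It takes every probe set past adjustment, every gene the study names for its array, ChIP-qPCR or qRT-PCR work and in its networks, with Hdac3, Hdac4 and Hdac5 added. It further takes the 10 largest rises and 10 largest falls with 1 symbol, an unadjusted p under 0.01 and no overlap between the groups, up to 4 members of each list with the smallest p, and probe sets of the mitochondrial genome. Genes outside the rule are named as chosen after their values were seen, or for the weighing of explanations. Some items that the rule covers are not reported here, and counts include them where they were measured.

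The scripts were tested on simulated data of 29214 probe sets for 4 arrays against 4, of which 200 were changed. At an unadjusted p under 0.01, limma recovered 94.0% of 67 probe sets changed by 0.5 on the log2 scale, 97.0% of 67 changed by 1 and 100% of 66 changed by 2. At an adjusted p under 0.05 it recovered 74.6%, 91.0% and 100%. Of 29014 unchanged probe sets, 304 (1.05%) had an unadjusted p under 0.01 and 6 passed adjustment. Of 40 simulated lists, camera called the 2 that were shifted by 0.3 and 0 others. Most lists called on the real arrays had smaller medians, and other splits of those arrays called a median of 13 lists. The simulation therefore does not show how many false calls camera makes on the real lists.

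Alternatives were eBayes with trend and robust settings, no moderation of the variances, filters at the 25th percentile and at the median of mean signal, a further quantile normalization, centring on each array's median, identical probe sets counted once, only probe sets with 1 symbol, 1 value per gene, array quality weights and the replicate number as a block. Each array was also left out in turn. For the lists, camera with an estimated correlation, fry and the probe set with the highest mean per gene were run, and for the principal components the 1000 most variable probe sets and scaling to unit variance.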

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

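No test in this part was chosen after its result was seen, but the transcripts ENSRNOG00000031766 and ENSRNOG00000032609 were picked after their values were seen. In 204 groups of 4 arrays, 9 held an array far from the other 3 of its group by Dixon's criterion, where chance gives about 5%. For Mt1 this was vehicle replicate 1, at 10.84 on probe set 10796411 and 10.67 on probe set 10809392, and for Des the same array, at 7.34. Rest read 8.43 in HDACI replicate 2 and ENSRNOG00000032609 9.26 in HDACI replicate 1. The list means of the metallothioneins (10.15) and of the chaperonin and heat-shock chaperones (10.89) stood apart in vehicle replicate 2.

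A probe set of H2az1, the gene that encodes the histone variant H2A.Z, had a log2 fold change of 1.68 (standard error 0.37). It read 10.82 ± 0.37 (SD, n = 4) with HDACI and 9.14 ± 0.83 with vehicle, and HDACI replicate 2, at 10.28, lay far from its group. Vehicle replicate 2 read 10.36, above that array, against 8.54 to 8.87 on the other vehicle arrays. The groups overlapped (exact permutation p = 0.0571), and the paper's DRG value for this probe set is 1.605. On the gene's other probe set, 10819322, the log2 fold change was 0.000268, and between -0.01 and 0.02 leaving out each array in turn, which argues against a change in the whole of the H2az1 RNA. A candidate explanation is a sequence variant among the animals, or another sequence read by the first probe set, and which of these applies was not tested. An effect of HDACI on 1 form of the transcript stays open and was not tested.

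Several differences lie outside the genes the paper discusses. The log2 fold changes of Slco2a1 (0.89), Cp (0.86), Aplnr (0.70) and Slc7a11 (0.64) are among the 10 largest rises with 1 symbol. ENSRNOG00000031766 (1.20) and ENSRNOG00000032609 (0.88) are higher on every HDACI array than on any vehicle array. The mean log2 fold changes of chaperonin and heat-shock chaperones (-0.12), cytosolic aminoacyl-tRNA synthetases (-0.10) and the unfolded protein response (-0.0658) come from lists whose array means do not overlap between the groups, but whose camera calls did not hold with an estimated correlation (adjusted p = 0.343, 0.343 and 0.492). Without vehicle replicate 2 these means were -0.0736, -0.0768 and -0.0337, and the call on the unfolded protein response was lost (adjusted p = 0.255 from camera, over a range from 0.00209 to 0.255 leaving out each array in turn).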

How the results depend on the processing

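The threshold of 0.75 of the vehicle level was the only alternative chosen after the values were seen. Of 52 named probe sets called, 20 kept their call in every alternative and 25 leaving out each array in turn, of 25 gene lists 0 and 12, and of 39 list members 8 and 15. The cause of the changes below was not tested, except that filters and single-symbol settings leave fewer probe sets, and leaving out an array fewer samples. The number of arrays limits the precision, and dim probe sets, whose signal lies near background, are compressed. The tRNA-cys probe set could give no value with either filter, with only probe sets of 1 symbol or with 1 value per gene, and the lists none without moderation.

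Without moderation, 0 probe sets passed adjustment, 305 were lower at an unadjusted p under 0.01, 10 were higher and 2 lower by at least 1.5-fold, the tRNA-cys log2 fold change was 2.19 (adjusted p = 0.532), 220 of the Supplementary Table's probe sets were called and 4 of its DRG probe sets. The filter at the 25th percentile gave 0 past adjustment and 3 lower by at least 1.5-fold. The filter at the median gave 0, 2 lower by at least 1.5-fold, 237 of the table, 75.4% of DRG probe sets with the same sign, 4 of them called and 0.0286 as the smallest exact permutation p of a principal component. That p was also 0.0286 after a further quantile normalization, with only probe sets of 1 symbol and with the 1000 most variable probe sets. With only probe sets of 1 symbol, 0 passed, 106 were higher, 1 was lower by at least 1.5-fold, 191 of the table were called and 76.1% of DRG probe sets had the same sign, as they did (76.1%) in the DRG entries with 1 symbol. With 1 value per gene, 0 passed, 88 were higher, and 10 were higher and 1 lower by at least 1.5-fold. Both camera with an estimated correlation and fry called 0 lists higher and 0 lower. A fall to 0.75 of vehicle was met by 12.

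The replicate number as a block gave 0 past adjustment, 117 lower, 10 lower by at least 1.5-fold, tRNA-cys at 2.19 (adjusted p = 0.121 from limma) and 167 of the table. The numbers do not pair the samples: deviations of arrays with the same number correlated at -0.21, 0.23, 0.06 and 0.00, and 0 of 4 correlated best with its own number.

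Leaving out each array in turn, 0 to 5 probe sets passed adjustment, 105 to 224 were higher and 106 to 283 lower, 15 to 34 were higher and 3 to 17 lower by at least 1.5-fold, and tRNA-cys lay between 2.06 and 2.35. Between 155 and 230 of the table's probe sets were called, 61.3% to 69.3% of DRG probe sets had the same sign, 4 to 11 of them were called, the smallest component p ran from 0.0286 to 0.229, and 11 to 19 lists were called higher and 4 to 8 lower. The probe sets checked by qRT-PCR stayed at 5 called and those of ChIP-qPCR at 0. Lists called higher fell to 11 without HDACI replicate 2 and 12 without vehicle replicate 3.

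Changes of direction fell mostly on values near 0. With array quality weights these were Rest (-0.00672), Cd74 (-0.0436), MHC class II (-0.0704), oligodendrocytes (-0.0261), Schwann cells (-0.143) and glutamate and GABA or glycine receptors (-0.00285), with centred arrays H2az1 on probe set 10819322 (-0.00101), with the block Schwann cells (-0.0798), and in fry histone deacetylases (-0.00776) and Schwann cells (-0.0798). Leaving out each array in turn, ranges were -0.0543 to 0.0476 for Rest, -0.0325 to 0.00471 for Hdac5, -0.0218 to 0.0288 for Hdac1 on probe set 10929261, -0.0149 to 0.0176 for H2az1 on probe set 10819322, -0.0409 to 0.101 for Mt4, -0.0386 to 0.888 for Hbb, -0.0254 to 0.204 for Cd74 and -0.312 to 0.00115 for Cdh19. Among lists they were -0.0549 to 0.0509 for MHC class II, -0.0367 to 0.0386 for oligodendrocytes, -0.292 to 0.0685 for Schwann cells, -0.0595 to 0.0257 for the receptors, -0.0305 to -0.00767 for the cell cycle, -0.0880 to -0.0207 for neurons, -0.0935 to -7.04e-04 for ependymal cells, -0.0188 to 0.00312 for histone deacetylases and -0.0586 to -3.06e-04 for olfactory receptors. Where both ends lie below 0, the direction of the test turned and not the mean. The mean did not turn either for MHC class II, Schwann cells and the receptors with weights, Schwann cells with the block, or the lists in fry. With equal weights and no block their means were -0.00834 (MHC class II), -0.0798 (Schwann cells), -0.0285 (receptors) and -0.00776 (histone deacetylases). Of 677 comparisons of lists across alternatives 549 kept direction and side of the threshold, 97 lost the call, 9 gained it and 22 turned, of 1096 of named probe sets 900, 182, 0 and 14, and of 2337 of list members 2151, 126, 54 and 6.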

Differences from the paper's values

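The paper's count of probe sets that fell by at least 1.5-fold at an unadjusted p under 0.01 in the spinal cord is 12, and the count from the deposited values is 6. Of the alternatives set before the data were examined, the replicate number as a block (10) and leaving out HDACI replicate 1 (8), vehicle replicate 3 (17) or vehicle replicate 4 (8) lie within 1.5 times the paper's count. The others do not, at 7 with array quality weights, at 6 with trend and robust settings, with centred arrays and with identical probe sets counted once, at 5 with a further quantile normalization, at 3 and 2 with filters at the 25th percentile and at the median, at 2 without moderation, at 1 with only probe sets of 1 symbol and at 1 with 1 value per gene. Leaving out HDACI replicate 2 (4), 3 (3) or 4 (5) or vehicle replicate 1 (3) or 2 (4) also leaves the count outside. A threshold of at most 0.75 of the vehicle level, chosen after seeing the values, gives 12 and drops none of the 6. The Supplementary Table itself lists 6 probe sets lower by at least 1.5-fold and 12 at or under 0.75 of vehicle.

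The other counts of the paper match those computed here, at 199 higher, 180 lower, 18 higher by at least 1.5-fold and 1 past adjustment. The paper's fold for tRNA-cys is 4.55 and the value computed here 4.56. Refitting gave the log2 fold change of all 379 cord entries of the Supplementary Table within 4.60e-06. The column of that table named for adjusted p values equals the unadjusted p in all 379 cord entries and all 163 DRG entries, whereas adjustment over all probe sets gives 0.716 for every cord entry after the first.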

Other observations

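The test without HDACI replicate 2 was chosen after the result it measures was seen, and the other tests were written down before theirs. Of the 163 probe sets that the paper's Supplementary Table lists for the DRG, 108 had the same sign in the cord (66.3%, exact 95% binomial interval 58.4 to 73.5, which treats probe sets as independent). In the cord 7 of them had an unadjusted p under 0.01 in limma, all 7 with the same sign, where independent lists would share 2.11 (two-sided Fisher's exact test, p = 0.00555). The transcript tRNA-cys had a log2 fold change of 2.19 in the cord, and the paper's value in the DRG is 1.36. Prrx2, a homeobox gene, had 0.38 in the cord (the paper's DRG value is 0.29), Tcp1, a chaperonin subunit, -0.24 (the paper's is -0.19), Pop5, a subunit of ribonuclease P, -0.43 (the paper's is -0.43), ENSRNOG00000005106 -0.23 (the paper's is -0.19) and probe set 10701406 -0.44 (the paper's is -0.39). H2az1, on a single probe set, had 1.68 in the cord (the paper's DRG value is 1.605). The overlap did not pass without HDACI replicate 2 (4 shared, Fisher's exact p = 0.0775), without vehicle replicate 2 (6 shared, exact p = 0.0654), without moderation (4 shared, exact p = 0.346) or with a filter at the median (4 shared, exact p = 0.0535), over a range from 1.81e-05 to 0.346. Ganglia and cord taken from the same animals would share differences between animals, which was not tested.

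Camera called genes of connective tissue and vessels higher with HDACI as groups, but none of these calls held with an estimated correlation (adjusted p = 0.414 for the matrix, leptomeningeal and pericyte lists and 0.538 for endothelial cells). Without HDACI replicate 2 the median log2 fold change of the extracellular matrix list was 0.00884, against 0.20 with it, so that 1 array carries most of this median. The endothelial call was lost without it (adjusted p = 0.0609 from camera) and the matrix call held (adjusted p = 7.02e-04 from camera). For more meningeal or vascular tissue in the treated samples, the 21 leptomeningeal markers outside the Supplementary Table, a choice that leaves out the called members, had a median of 0.21 (-0.03 without HDACI replicate 2, and up to 0.33 leaving out another array), and the abundant fibroblast genes went apart, with Igf2 at 0.47, Mgp at 0.27, Col1a1 at 0.23, Col1a2 at 0.21, Ptgds at 0.15, Col3a1 at 0.01, Lum at -0.09 and Dcn at -0.36. Tissue content and an effect of HDACI on these genes cannot be told apart, since a single array decides the median.

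Camera called motor neuron markers lower with HDACI as a list, but not with an estimated correlation (adjusted p = 0.343), and the list means of the arrays overlapped (exact permutation p = 0.114), at 9.06 and 9.52 in vehicle replicates 1 and 2, 8.03 and 8.47 in vehicle replicates 3 and 4, and 7.74 to 8.40 with HDACI. Less ventral horn tissue in the HDACI samples is a candidate explanation, for which 10 further motor neuron genes were listed before their values were seen. Their median log2 fold change was -0.16 (-0.22 to -0.09 leaving out each array in turn), with 9 below 0, among them Uts2 (-1.33), Calcb (-0.46), Nefh (-0.23), Ret (-0.20) and Isl2 (-0.15), and none had an unadjusted p under 0.01 in limma. Isl2, Ret, Calcb and Nefh also stand in other lists. HDACI cannot have caused the spread among the vehicle arrays, so the motor neuron list varies between samples without it. For the difference between the groups, dissection and an effect of HDACI within motor neurons cannot be told apart, since either lowers these genes.

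Splitting the 8 arrays into 4 and 4 in all 35 ways showed whether chance can be excluded. It cannot for the 379 probe sets at an unadjusted p under 0.01, since 7 of 35 splits called as many and the highest other split called 964. That split set HDACI replicates 1 and 3 with vehicle replicates 3 and 4 against the rest. Nor can it for the 24 at least 1.5-fold (5 of 35 splits, highest other 84) or for a count of 1 past adjustment (5 of 35, highest other 1). This last count does not weigh the size of the tRNA-cys difference, so it cannot decide whether that transcript differs by chance. In limma, tRNA-cys had an adjusted p of 0.00629. The paper also reports it higher by qRT-PCR on an independent cDNA batch. For the 25 gene lists called by camera, 1 of 35 splits, the real one, called as many, the highest other split called 24 and the median of the others was 13. The lists were written with knowledge of fold changes from the real split, which favours it, so chance is not excluded for this count either.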
